# AMPK inhibition and elevated angiogenin are associated with tRNA fragmentation in the male germline exposed to a high-fat diet

**DOI:** 10.1016/j.molmet.2026.102350

**Published:** 2026-03-12

**Authors:** Eunbi Lee, Seo Yoon Choi, Seungmin Song, Anders M. Lindroth, Yoon Jung Park

**Keywords:** High-fat diet, tRNA-derived fragments, Angiogenin, Metabolic imprinting

## Abstract

The existence of an inherent rewiring of metabolic regulation has been demonstrated through studies of obese mice that are fed a normal diet and produce offspring with metabolic disorders. tRNA-derived fragments (tRFs) have been suggested as a potential mediator of this inheritance. To explore a mechanism underlying metabolic stress-induced tRNA fragmentation, we examined the effects of a HFD on tRFs in sperm. Small RNA sequencing on sperm revealed that HFD-induced metabolic changes affect the tRF profiles, showing a trend of decreased 5′-derived tRFs and increased 3′-derived tRFs, suggesting a shift in tRNA cleavage patterns under HFD feeding. In conjunction with the alteration of tRFs, the expression of *Ang*, which encodes the ribonuclease angiogenin, was significantly increased in the testis. Transcriptome and metabolome analyses indicated that AMPK-mTOR signaling pathway was the possible mediator of these effects, with decreased AMPK activity and increased mTOR activity confirmed at the protein level in the testis. Moreover, *in vitro* experiments showed that AMPK inhibition led to increased angiogenin expression level and alterations in tRF profile. *In vitro* angiogenin induction experiments, designed to mimic HFD conditions, produced changes in tRF profiles similar to those observed in HFD-fed mice, although the resulting tRF profiles did not completely recapitulate the *in vivo* HFD-induced profiles. Our findings suggest that HFD-induced metabolic stress inhibits AMPK during spermatogenesis, leading to increased *Ang* expression and altered tRF remodeling.

## Highlights

• Metabolic stress from a high-fat diet alters sperm tRNA-derived fragment profiles.
• HFD-induced metabolic stress shifts sperm tRF composition toward increased tRF3.
• AMPK regulates angiogenin expression through mTOR-independent mechanisms.
• Angiogenin induction under HFD conditions drives alteration of sperm tRF profiles.

## 1 Introduction

Obesity has become an epidemic, gradually increasing globally during the last 50 years [[1], [2], [3]]. Obesity is primarily caused by a prolonged positive energy balance, in which energy intake exceeds energy expenditure [4]. Especially, consumption of a high-fat or sucrose-rich diet contribute to excessive energy intake resulting in weight gain [5]. Weight gain significantly elevates risk of metabolic complications including cardiovascular disease, type 2 diabetes, and cancer [6,7].

Multiple evidences suggest that parents subject to environmental stress project physiological and metabolic traits to their offspring, potentially over several generations [8,9]. The phenomenon is referred to as intergenerational inheritance. Further studies have demonstrated that, similar to maternal inheritance, paternal diet-induced metabolic stress can lead to aberrant susceptibility of the offspring in subsequent generations [[10], [11], [12]]. In our previous study, we observed that obesity and metabolic stress caused by a high-fat diet (HFD) in male founders led to metabolic dysregulation in offspring over two generations, with sex-specific effects even when the offspring were fed a control diet (CD) [12]. Although this observation aligns with other independent reports, the specific mechanisms mediating this phenomenon have not been fully understood.

Epigenetic alterations in gametes, such as changes in DNA methylation or histone modification, and post-transcriptional regulation by miRNAs are frequently considered as leading contributors to the intergenerational inheritance [[12], [13], [14], [15], [16], [17], [18], [19], [20], [21]]. However, the specific alterations identified across studies rarely overlapped, raising concerns about whether these candidates can be considered reliable contributors [[12], [13], [14], [15], [16], [17], [18], [19], [20], [21]]. Several studies in recent years have identified tRNA-derived fragment (tRF), which is abundant in sperm, as a promising candidate of potent intergenerational mediators [[22], [23], [24]]. tRFs are post-transcriptional cleavage products of tRNAs, generated particularly in response to cellular stress by angiogenin, a ribonuclease belonging to the RNase A superfamily [[25], [26], [27]]. Studies from independent groups have shown that metabolic stress caused by HFD or low protein diet (LPD) leads to changes in the amount tRFs [22,23]. Zygotic injection of sperm-specific small RNAs, ranging from 30 to 40 nucleotides (nt) in size, which includes tRFs, from the HFD-fed mice resulted in metabolic dysregulation [22]. Notably, a one-week dietary intervention in human subjects led to alterations in tRFs [28], implying that tRFs sensitive to diet changes function as mediators of the inheritance of diet-induced metabolic stress from father to offspring.

Despite a plethora of studies linking intergenerational effects to diet-induced metabolic stress through male gametes that has suggested tRFs as promising candidate mediators of this phenomenon, major uncertainties of how diet-induced stress alters tRF remain. The objective of this study was to elucidate a potential mechanism underlying tRF alterations in response to HFD-induced metabolic stress in the male reproductive organ.

## 2 Methods

### 2.1 Animals

Animal experiments in this study were approved by the Institutional Animal Care and Use Committee of Ewha Womans University. Four-week-old C57BL6/J male mice were provided by the Ewha Laboratory Animal Genomic Center. These mice were divided into two groups and fed either a control diet (CD; 16% kcal from fat, AIN-93G, Saeronbio) or a high-fat diet (HFD; 60% kcal from fat, D12492, Saeronbio) for a period of 7 weeks (Table 1). All mice were maintained in specific pathogen-free conditions with a 12:12 h light–dark cycle and provided ad libitum access to water and food. Body weights and food intake were measured weekly, and all mice were sacrificed at 12 weeks for tissue sample collection. Blood samples were obtained through cardiac puncture from anesthetized mice. Following blood collection, whole brains were excised and weighed excluding the hypothalamus. Liver, kidney, inguinal white adipose tissue (iWAT), gonadal white adipose tissue (gWAT), and testis were also collected, weighed, and snap-frozen in liquid nitrogen.

**Table 1:** The composition of diets^a^.

	Control diet	High-fat diet
Ingredient (g/kg)		
Corn starch	397.49	–
Maltodextrin	132.00	125.00
Sucrose	100.00	72.80
Cellulose	50.00	50.00
Casein	200.00	200.00
l-cystine	3.00	3.00
Lard	–	245.00
Soybean oil	70.00	25.00
Mineral mix^a^	35.00	50.00
Vitamin mix^a^	10.00	1.00
Choline bitartrate	2.50	2.00
tert-Butylhydroquinone	0.01	–
Macronutrients (Calorie % of energy)		
Carbohydrate	63.9	20.1
Protein	20.3	20.0
Fat	15.8	59.9
Energy (kcal/g)	4.0	5.24

a Control diet (D10012G) and High-fat diet (D12492) were purchased from Research Diets, Inc. They were prepared with the mineral mix (S10022G and S10026B, respectively) and the vitamin mix (V10037 and V10001C, respectively).

Mature sperm samples were isolated from dissected epididymis, which were cut and incubated 15 min at room temperature with 500 μl of sterilized phosphate-buffered saline (PBS) to release the sperm. The PBS solutions containing sperm were gathered and subjected to centrifugation at 1,000 RCF for 15 min. The resulting pellets of sperm samples were rapidly frozen in liquid nitrogen. All tissues were stored at −80 °C prior to processing.

### 2.2 Chemicals and reagents

Compound C (CC, Abcam, Cambridge, UK; #ab120843), rapamycin (Sigma–Aldrich, Saint Louis, MO, USA; #37094), and MHY1485 (Sigma–Aldrich, Saint Louis, MO, USA; #SML0810) were used to modulate endogenous AMPK (AMP-activated protein kinase) and mTOR (mammalian target of rapamycin) activity. These compounds served as an AMPK inhibitor, mTOR inhibitor, and mTOR activator, respectively. Final concentration of 10 μM, 100 nM, and 2 μM were employed for CC, rapamycin, and MHY1485, respectively.

### 2.3 Cell culture

The mouse testicular TM3 cell line and TM4 Sertoli cell line were purchased from the Korean Cell Line Bank (Seoul, Korea). The NIH/3T3, TM3, and TM4 cell lines were cultured in Dulbecco's modified Eagle's medium (Welgene, Daegu, Korea; LM001-51) supplemented with 10% serum and antibiotics in a humidified atmosphere at 37 °C and 5% CO_2_ incubator. The specific serum for NIH/3T3 cell line was calf (Gibco, Gaithersburg, MD, USA; #26170-043), and fetal bovine serum (Corning, NY, USA; #35-015-CV) for the TM3 and TM4 cell lines.

### 2.4 RNA extraction, reverse transcription, and quantitative real-time PCR

RNA extraction from both cell lines and tissues was carried out using Trizol (Ambion, Carlsbad, CA, USA; #15596018). Subsequently, total RNA was reverse transcribed (RT) into complementary DNA (cDNA) using oligo dT and RevertAid Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA; #EP0441) followed by *DNase*I digestion (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative RT-PCR (qRT-PCR) was conducted with 2x QuantiNova SYBR Green PCR Master mix (QIAGEN, Hilden, Germany) on Rotor Gene Q (QIAGEN, Hilden, Germany) with gene-specific primers. The mRNA expression levels were normalized using primers to amplify the *Actin* or *Gapdh* genes. All primers used for qRT-PCR analysis are listed in Table 2.

**Table 2:** Primer sequences in this study.

Applications	Target		Primer Sequences (5’ – 3′)
qRT-PCR	*Actin*	F	ACTGCTCTGGCTCCTAGCAC
		R	ACATCTGCTGGAAGGTGGAC
	*Angiogenin*	F	CTCTGGCTCAGGATGACTCC
		R	CATCTTTGCAGGGTGAGGTT
	*Dnmt2*	F	TGCGATATTTCACACCGAAA
		R	CACATGCACGTTGAGGCTAT
	*Gapdh*	F	TGAAGGTCGGTGTGAACG
		R	CCATTCTCGGCCTTGACT
	*Nsun2*	F	F: ACTGTTGACCCAGGAGAACC
		R	R: TCTGGCTCATACTTCAGCACA
	*Tet2*	F	GCCAGAAGCAAGAAACCAAG
		R	CCTTCCTTCAGACCCAAACA
BT-tRNA (tRNA-Asp)	Stemloop-RT		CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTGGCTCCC
	Non-deaminated	F	TCCTCGTTAGTATAG
	Deaminated	F	AGTATAGTGGTGAGTATT
	Reverse	R	CACGACACCAGTTGA
Gateway	attB1		GGGGACAAGTTTGTACAAAAAAGCAGGCT
	attB2		GGGGACCACTTTGTACAAGAAAGCTGGGT
	*Angiogenin*-attB1		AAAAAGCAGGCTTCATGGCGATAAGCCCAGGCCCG
	*Angiogenin*-attB2		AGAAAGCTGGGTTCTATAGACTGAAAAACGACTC

### 2.5 Western blot analysis

Cell pellets from mouse testis and cell lines were lysed with RIPA lysis buffer (20 mM HEPES, pH 7.0, 150 mM NaCl, 10% glycerol, 1% Triton X-100, 1 mM EGTA, and 10 mM β-glycerophosphate). In the case of AMPK protein, cell pellets were lysed with AMPK lysis buffer (50 mM Tris–HCl, pH 7.4, 1 mM DTT, 1% Triton X-100, 250 mM Sucrose, 1 mM EGTA). Both buffers were supplemented with protease inhibitors cocktail (Roche, Basel, Switzerland; #11836153001), 1 mM PMSF, 1 mM Na_3_VO_4_, and 5 mM NaF. The protein concentration in each lysate was estimated with the Pierce BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA; #23225). Equal amounts of protein were subjected to electrophoresis on appropriate percentage SDS polyacrylamide gels. Subsequently, all gels were transferred onto PVDF membranes (Millipore, Burlington, MA, USA; #ISEQ00010). After the transfer, membranes were blocked with 5% skim milk or bovine serum albumin (BSA) in Tris-buffered saline with Tween-20 (TBS-T) for 1 h and then incubated with primary antibodies at 4 °C overnight. Signal detection was achieved using the LumiFlash Ultima Chemiluminescent substrate HRP system after incubation of peroxidase-conjugated secondary antibodies. Band density was quantified using Image J software and normalized against α-Tubulin or Actin. The antibodies used for Western blot analysis are listed in Table 3.

**Table 3:** Antibodies information.

	Antibodies	Company	Cat #	Dilution
Primary antibody	pAMPKα (Thr172)	Cell signaling technology	2535	1:1000 in BSA
	AMPKα	Cell signaling technology	2532	1:1000 in BSA
	pmTOR (Ser2448)	Cell signaling technology	5536	1:1000 in BSA
	mTOR	Cell signaling technology	2983	1:1000 in BSA
	α-Tubulin	Sigma aldrich	T5168	1:2000 in milk
	p4EBP1 (Thr37/46)	Cell signaling technology	2855	1:1000 in milk
Secondary antibody	Goat anti-rabbit IgG	Gene Tex	GTX213110-01	1:4000 in milk
	Mouse anti-rabbit IgG	Santa Curz	Sc-2357	1:4000 in milk
	Goat anti-mouse IgG	Rockland	610–1302	1:4000 in milk

### 2.6 Generation of overexpression vector

The Gateway technique was used to construct the overexpression plasmid. Full-length *Ang* coding sequence from tail gDNA obtained from C57BL/6N mice was amplified by PCR using Phusion High-Fidelity DNA polymerase (QIAGEN, Hilden, Germany). Following PCR, the product was purified with the QIAquick Gel extraction kit (QIAGEN, Hilden, Germany; #28704), and then subcloned into the pDONR221 donor vector through BP cloning reactions using Gateway BP Clonase 2 Enzyme mix (Invitrogen, Waltham, MA, USA; #11789-020). Recombinant clones were identified with RT-PCR using *Bsr*GⅠ (Thermo Fisher Scientific, Waltham, MA, USA; #ER0931), a restriction enzyme with a cutting site located on the recombinant site. Selected clones were subcloned into the destination vector, pDEST26 using the Gateway LR Clonase 2 Enzyme mix (Invitrogen, Waltham, MA, USA; #11791-020). Recombinant clones were identified with RT-PCR and *Bsr*GⅠ and finally confirmed by Sanger sequencing. All primer sequences are detailed in Table 2.

### 2.7 Small RNA sequencing of sperm and cell lines

Small RNA sequencing samples were prepared from sperm RNA sourced from CD and HFD mice, as well as CC-treated or non-treated TM4 cell lines, and TM4 cell line overexpressing *Ang*. Three sperm samples were pooled into one. Total RNA extraction was performed using Trizol, and 1 μg of total RNA was used for sequencing. Small RNA libraries were constructed following the TruSeq Small RNA Library Prep kit protocol from the manufacturer (Macrogen, Seoul, Korea). Read lengths of 140–145 nt, including adapters, were selected. Sequencing was performed on a NextSeq 500 platform, generating 37 to 64 million reads for each RNA library with 100 bp single-end reads.

Data quality was assessed using FastQC (v0.12.0). Reads were trimmed for TruSeq small RNA 3′ adaptor sequences (5′-TGGAATTCTCGGGTGCCAAGG-3′) and quality trimmed using Trimmomatic (v0.40). The trimmed reads were annotated using the SPORTS1.1 annotation pipeline with one mismatch and default settings. Reads ranging from 15 to 45 nucleotides were used and mapped to the small RNA database based on bowtie in the following sequence: rRNA database (NCBI), genomic tRNA database (GtRNAdb), mitochondrial tRNA database (mitoRNAdb), miRNA database (miRbase), non-coding database (Ensembl and Rfam), and PIWI-interacting RNA (piRNA) database (piRBase and piRNABank). Data files were obtained from the SPORTS1.1 website [29].

Total read counts, excluding rRNA-derived small RNA (rsRNA), were normalized based on the raw data size. Differentially expressed miRNAs and tRFs were analyzed using the DESeq2 R package, based on subclass in ‘summary.txt’ files. tRFs were normalized before using DESeq2 package. To normalize tRFs, reads mapped to the tRNA database were normalized by size factor, excluding rRNA, among all reads used as input for the SPORTS package. In the analysis of cell line data, batch effects were adjusted using the Combat-seq R package to reduce negative effects resulting from different technical processing during sample preparation.

### 2.8 Secondary analysis on publicly available metabolome data

To explore the metabolic changes induced by HFD feeding, a secondary analysis was conducted on publicly available metabolome data. Supplementary data obtained from a publication [30] by the Paolo Sassone-Corsi lab provided a comprehensive profile of metabolites across eight distinct tissues. Specifically, this study focused on the metabolite profiling of sperm. The metabolome data were collected at 4-hour intervals during zeitgeber time (ZT) for sperm samples (ZT0, 4, 8, 12, 16, 20). These samples were obtained from mice fed with either a CD or HFD of the same composition used in our study, with five samples per group.

Metabolites missing in more than half of the samples were filtered out. As a result, 142 metabolites in sperm were included in the subsequent analysis. Using the Generalized Linear Model (GLM) function in R version 4.1.1 using both variables (diet and ZT), significantly altered metabolites upon HFD feeding were identified. The significance criterion was set with a p-value threshold of less than 0.05 for the diet variable, leading to selection of metabolites that demonstrated significant alterations in response to HFD.

The significantly changed metabolites in sperm were used for pathway analysis. Metabolic pathway analysis was conducted using MetaboAnalyst (v5.0) with default settings (Enrichment method: hypergeometric test, Topology analysis: relative-between centrality) and the mouse KEGG library. Significantly changed pathways were selected based on a false discovery rate (FDR) < 0.05.

### 2.9 Northern blot analysis

For northern blots, 15 μg of RNA was used for electrophoresis on an 8 M 10% TBE urea gel, and the gels were subsequently transferred onto a positively charged nylon membrane (GE Healthcare, Amersham, UK; #RPN303B), followed by UV-crosslinking with an energy of 120 mJ. The membranes were pre-hybridized with Ultrahyb-oligo buffer (Thermo Fisher Scientific, Waltham, MA, USA; #8663) for 30 min, rotating in a hybridization oven at 42 °C. After pre-hybridization, the membranes were incubated with 20 pmol of ^32^P-labeled oligo probe in the same buffer, continuing from pre-hybridization to hybridization for 1 h in a rotating hybridization oven at 42 °C. After washing twice with wash buffer (2x SSC with 0.05% SDS) at 42 °C, each lasting 30 min, the membranes were exposed to autoradiographic film. Sequence of primers were: tRNA-Pro-AGG/CGG/TGG 5′-GGGCTCGTCCGGGATTTGAA-3’; tRNA-Val-AAC/CAC 5′-TGTTTCCGCCCGGTTTCGAA-3’.

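The Northern probe for tRNA-Pro, GGGCTCGTCCGGGATTTGAA, is 20 nt long and complementary to the 3′ end of the tRNA. In the mouse genome build GRCm39, its target was found without mismatch at 14 places on chromosomes 1, 3, 6, 7, 11, 13, 14 and 17. The tRNA sequence at these places carries the anticodon AGG in 6 cases, TGG in 5 and CGG in 3. By the GENCODE annotation, 11 of the places are intergenic and 3 lie in introns of long non-coding RNA genes, Gm73211, Gm46404 and Gm41543. The probe for tRNA-Val, TGTTTCCGCCCGGTTTCGAA, matched at 12 places on chromosomes 1, 3, 11 and 13, of which 6 are intergenic and 6 lie in introns of long non-coding RNA genes. The anticodon was CAC in 6 of these tRNA sequences and AAC in 5. At the remaining place, on chromosome 11 from 48714609 to 48714628, the sequence departs from the others and no anticodon was assigned. Examples are a tRNA-Val-CAC gene with its probe target on chromosome 1 from 170939065 to 170939084 and a tRNA-Val-AAC gene with its target on chromosome 3 from 30655472 to 30655491. The 5′ ends of the tRNA-Val-AAC and tRNA-Val-CAC genes are identical over 33 nt in the most similar pair of sequences, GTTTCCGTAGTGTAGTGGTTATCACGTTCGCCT, and over 19 nt in the least similar pair.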

### 2.10 Statistical analysis

Statistical analyses were performed using GraphPad Prism 9 and R version 4.1.1. Significance was assessed through Student's *t*-test or ANOVA, and values were expressed as means ± standard errors for *in vivo* data or means ± standard deviations for *in vitro* data. A p-value <0.05 was considered statistically significant.

## 3 Results

### 3.1 An assessment of the small RNA profile in sperm after diet interventions

In order to examine HFD-induced changes in testis linked to intergenerational effects of paternal metabolic stress, male mice were fed with HFD for 7 weeks. The HFD group had higher diet-induced body weights than the CD group (Figure 1A). The weight difference was significant already after three weeks of the diet intervention. The weights of iWAT and gWAT were likewise increased in the HFD group (Fig. 1B). Additionally, the HFD group consumed considerably more energy than the CD group (Fig. 1C). In line with the present results, a previous independent set of animals fed the same HFD exhibited impaired glucose regulation based on an intraperitoneal glucose tolerance test (Supplementary Fig. 1).

**Figure 1:**
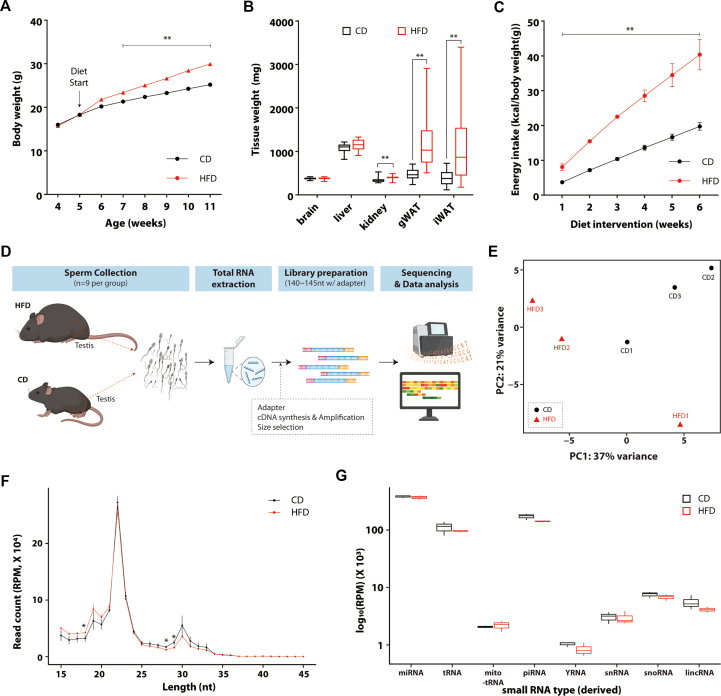
**Small RNA profiling of sperm is not much differed depending on diets. A** Line graph of body weight changes. Male mice fed CD and HFD from the 5 weeks of age. **B** Bar graph of tissue weights. Tissues were weighed at 12 weeks of age after sacrifice. **C** Cumulative energy intake during diet intervention. Data are presented as the means ± standard errors (CD, n = 20; HFD, n = 18). **D** Scheme of collecting sperm samples from nine mouse per group and small RNA sequencing. **E** PCA plot made with reads aligned using SPORTS. **F** Length distribution of reads used for small RNA sequencing analysis. RPM, Reads per million. **G** Read counts for individual small RNA type in both CD and HFD groups. Three pooled samples for each group, each containing sperm from three mice. Statistical analysis was performed using the student's *t*-test. ∗, *p* < 0.05 and ∗∗, *p* < 0.01 vs CD.

Paternal gametes are set to carry only a limited set of molecules besides DNA across generations, primarily in the form of transcripts and a restricted repertoire of proteins [31]. We reasoned that ribonucleic acids were of prime importance in transmitting metabolic alterations, leading us to perform total and small RNA sequencing on the sperm from both CD and HFD mice. Initial analysis by total RNA sequencing revealed only minimal differences between sperm from CD and HFD mice (supplementary Fig. 2), which prompted further analysis with small RNA sequencing (Figure 1D,E). During library preparation for sequencing, size selection was performed to obtain fragments with a total length of 140–145 bp, including both the insert and adapter sequences. 

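The small RNA libraries came from sperm of mice fed the CD or the HFD for 7 weeks, with 3 libraries per diet and the sperm RNA of 3 mice pooled in each library. Fat supplied 60% of the energy of the HFD according to the methods and 69% according to the sample labels, against 16% for the CD in both. SPORTS1.1 assigns each read, through databases taken in a fixed order, to a class such as rRNA, tRNA, miRNA or piRNA and to a subclass such as the 5′ end of a given tRNA isoacceptor. The authors deposited the reads of each class and subclass per library before any normalization. A read that matched several subclasses was divided among them, so the deposited subclass values are estimated counts with decimals. The CD libraries held 31710445 to 35970041 clean reads, with a median of 33182982, and the HFD libraries 33146125 to 41532413, with a median of 37229615. The paper gives 37 to 64 M reads per library for the sperm and cell libraries together, where the clean reads ran from 31.7 to 64.0 M. Between 71.8% and 76.3% of the clean reads of a sperm library matched the genome, and reads with and without such a match were added together. Reads matched to rRNA made up 16.5% to 25.2% of the clean reads on the CD and 24.7% to 32.9% on the HFD. RPM were therefore computed over the clean reads without rRNA, as the methods describe for tRFs. These numbered 23707798 to 27703750 on the CD, with a median of 27078391, and 23030602 to 28018533 on the HFD, with a median of 27848000. Reads matched to tRNAs numbered 2549749 to 4595191 on the CD and 3252813 to 3764632 on the HFD. A tRF was taken as a tRNA isoacceptor combined with the class tRF5, tRF3 or other, and fragments that end in the CCA tail were counted as tRF3. Replicate libraries of the same diet differed by more than counting noise, with a chi-square per degree of freedom over the tRFs between 402 and 2496.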

Sequencing reads were analyzed using the SPORTS1.1 pipeline, focusing on reads ranging from 15 to 45 nt in length. By analyzing the size distribution of fragments, there was no notable difference. In terms of small RNA length between the diet groups. However, HFD had a significantly lower read count within the size range of 28–29 nt, which mainly corresponds to piRNAs and tRFs, compared to CD (Fig. 1F). To assess the impact of HFD on the composition of small RNAs in sperm, we quantified the abundance of each small RNA subtype. However, HFD had no significant effect on change of small RNA proportion (Fig. 1G). 

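The RPM of each small RNA type were compared between diets with an exact 2-sided permutation test, whose smallest possible p with 3 libraries against 3 is 0.1. tRNA-derived reads numbered 142470 ± 30822 RPM (SD, n = 3) in CD sperm and 135370 ± 5778 RPM in HFD sperm (exact permutation p = 0.8, adjusted p = 0.88 over all types). piRNA reads numbered 222070 ± 28763 RPM in CD sperm and 200710 ± 12199 RPM in HFD sperm (exact permutation p = 0.3, adjusted p = 0.825). miRNA reads numbered 492840 ± 20263 RPM in CD sperm and 522510 ± 19243 RPM in HFD sperm (exact permutation p = 0.2, adjusted p = 0.825). rRNA reads, as RPM of all clean reads, numbered 221560 ± 48946 in CD sperm and 294030 ± 42159 in HFD sperm (exact permutation p = 0.2, adjusted p = 0.825). The log2 ratio of HFD to CD was −0.07 for tRNA-derived reads and 0.08 for miRNA reads, and with all clean reads as the denominator these were −0.23 and −0.05. One library decided the direction for tRNA-derived reads, whose log2 ratio was 0.05 without CD replicate 3 and −0.24 without CD replicate 2. For piRNA reads, the log2 ratio of −0.15 was −0.037 without CD replicate 2, −0.22 without CD replicate 1 and −0.53 with the reads that matched the genome alone.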

Although there was no significant change in the proportion of each small RNA subtype, the reduced abundance of 28–29 nt reads under HFD is consistent with a trend toward decreased levels of tRFs and piRNA, which mainly fall within the size range. Collectively, these data indicated that HFD has not significantly changed the overall profile of small RNA in sperm.

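A principal component analysis covered the 589 subclasses other than rRNA that had at least 10 reads in at least 3 libraries, as the log2 of RPM plus 1. Here reads with and without a match to the genome were kept as separate subclasses. tRNA reads entered per isoacceptor without division by tRNA end, so a shift between tRF classes was outside its reach. The first component held 44.7% of the variance and the second 23.7%. The mean distance between libraries of different diets was 12.5, against 11.1 within a diet. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave a gap as large, the real split included (exact permutation p = 0.2). The miRNAs were tested as the precursors that the deposited values list, with edgeR and TMM normalization over miRNAs. Of 451 miRNAs tested, 0 had an adjusted p under 0.05 between the diets and 31 had an unadjusted p under 0.05. With DESeq2 and its own size factors, 1 miRNA was higher and 7 were lower after adjustment. With the clean reads without rRNA as library size, the median log2 fold change over the miRNAs moved from −0.01 to 0.19 and the share of miRNAs higher in HFD sperm from 47.0% to 74.5%, with 0 past the adjusted threshold and 35 at an unadjusted p under 0.05.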

### 3.2 HFD-induced metabolic changes are mirrored by altered tRFs in sperm

Given that tRFs have been suggested as putative mediators of specific metabolic states [22,23,32], we analyzed the sperm small RNA sequencing data with a focus on tRFs aligned to GtRNAdb, a genomic tRNA sequence reference database. The most abundant reads in the CD group that matched the GtRNAdb were 30–35 nt in length that fell within the category of tRF5 (Figure 2A,B). In contrast, the HFD group had a higher number of reads under 20 nt (Fig. 2A), suggesting a shift toward shorter tRF species, which may reflect altered tRNA cleavage patterns associated with HFD-induced metabolic stress.

**Figure 2:**
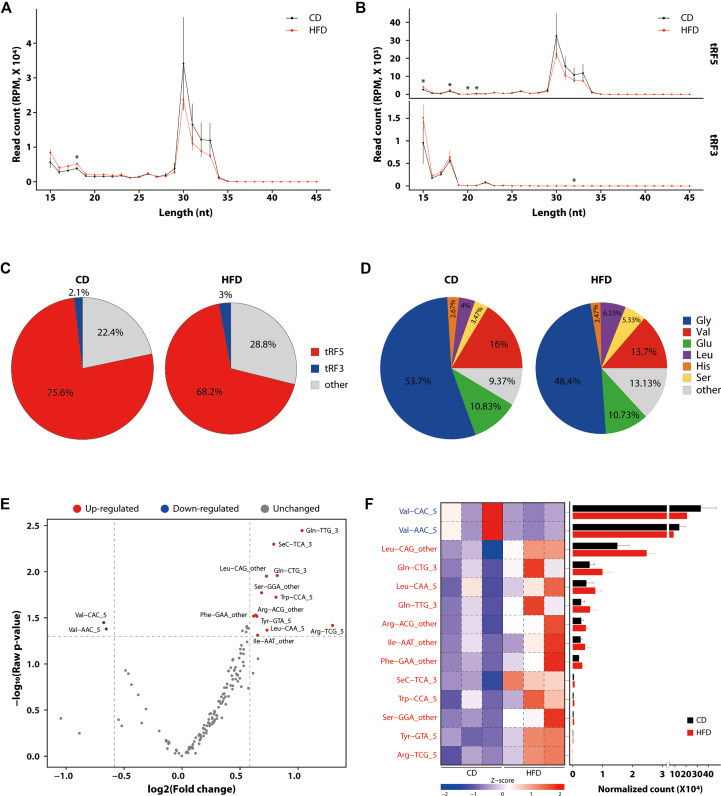
**tRF profiling of sperm is changed in response to HFD feeding. A** Length distribution of reads aligned to GtRNAdb. **B** Length distribution of reads annotated as tRF5 and tRF3 among aligned to GtRNAdb. **C** Distribution of reads assigned to GtRNAdb in tRF classes. tRF5, reads derived from tRNA 5′ end among reads aligned to GtRNAdb; tRF3, reads derived from tRNA 3′ end among reads aligned to GtRNAdb; other, not included in the previous two groups. **D** Distribution of reads assigned to GtRNAdb in tRNA family type. Gly, Glycine; Val, Valine; Glu, Glutamic acid; Leu, Leucine; His, Histidine; Ser, Serine; Other included alanine, arginine, asparagine, aspartic acid, cysteine, glutamine, isoleucine, lysine, methionine, phenylalanine, proline, selenocysteine, threonine, tryptophan, and tyrosine. Pie chart size is proportional to the total read count. **E** Volcano plot depicting differentially expressed tRFs in sperm between HFD versus CD. **F** (Left) Heatmap showing the significantly differentiated tRF relative expression levels based on Z-score transformed scale. (Right) Normalized counts of tRFs showing left heatmap. Statistical analysis in **A** and **B** was performed using the student's t-test. ∗, p < 0.05 vs CD.

Structural analysis of tRFs indicated that the tRF5 fragments, derived from the 5′-end of tRNAs, were most prevalent in both groups, with the HFD group having lower levels than the CD group (Fig. 2C). 

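tRF5 made up 75.5% ± 5.16 (SD, n = 3) of the reads matched to GtRNAdb in CD sperm and 68.3% ± 4.49 in HFD sperm, and the libraries of the diets overlapped (exact permutation p = 0.2, adjusted p = 0.3 over the 3 classes). The share in CD replicate 2 was 69.8% (95% Wilson interval 69.7% to 69.9%), below that of HFD replicate 1, 72.7% (95% Wilson interval 72.7% to 72.8%). Such intervals cover counting error only, since reads from PCR without molecular identifiers are not independent molecules. Relative to all clean reads without rRNA, tRF5 numbered 108680 ± 29903 RPM on the CD and 92490 ± 8566 RPM on the HFD (exact permutation p = 0.5, adjusted p = 0.5). The difference in share of −7.27 percentage points moved to −8.20 when the reads of a diet's libraries were added together first. Single libraries moved it further, to −10.2 without CD replicate 2 and −5.01 without HFD replicate 3.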

Fragments emanating from tRNA sequences other than the 5′ or 3′ end were classified as “other”, and the proportion of these fragments increased in the HFD group. 

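Fragments classified as other made up 22.4% ± 3.99 (SD, n = 3) of these reads on the CD and 28.8% ± 4.88 on the HFD (exact permutation p = 0.2, adjusted p = 0.3). The highest CD library, with 26.8%, lay above the lowest HFD library, with 23.9%. The difference of 6.39 percentage points was 3.96 without HFD replicate 3 and 8.84 without HFD replicate 1. In RPM, these fragments numbered 31072 ± 2043 on the CD and 38862 ± 5879 on the HFD (exact permutation p = 0.2, adjusted p = 0.3).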

In line with this pattern, the level of tRF3 fragments, derived from the 3′-end of tRNAs, was relatively higher in the HFD group (Fig. 2C). 

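The tRF3 share was 2.08% ± 1.17 (SD, n = 3) on the CD and 2.96% ± 0.392 on the HFD (exact permutation p = 0.4, adjusted p = 0.4). CD replicate 2 had the highest tRF3 share of the 6 libraries, 3.41%, and the other CD libraries had 1.64% and 1.19%. Without CD replicate 2 the difference rose from 0.882 to 1.55 percentage points, and without CD replicate 3 it was 0.436. The tRF3 reads numbered 2720 ± 864 RPM on the CD and 4013 ± 595 RPM on the HFD (exact permutation p = 0.2, adjusted p = 0.3).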

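By tRNA family, reads from tRNA-Gly made up 53.7% ± 5.40 (SD, n = 3) of the GtRNAdb reads in CD sperm and 48.4% ± 3.11 in HFD sperm (exact permutation p = 0.3, adjusted p = 0.42 over the families). Reads from tRNA-Val made up 16.0% ± 2.74 and 13.7% ± 1.31 (exact permutation p = 0.3, adjusted p = 0.42), and those from tRNA-Glu 10.8% ± 0.813 and 10.7% ± 0.552 (exact permutation p = 0.8, adjusted p = 0.8). The difference for tRNA-Gly, −5.27 percentage points, was −8.39 without CD replicate 2 and −3.48 without HFD replicate 3. For tRNA-Glu, the difference of −0.10 percentage points became 0.370 without CD replicate 1. The difference for tRNA-Val, −2.31 percentage points, was −0.741 without CD replicate 3. tRNA-Leu gave 4.00% ± 1.80 on the CD and 6.24% ± 0.376 on the HFD, and tRNA-Ser 3.47% ± 1.78 and 5.32% ± 0.649 (exact permutation p = 0.2 and adjusted p = 0.42 for each). CD replicate 2, with 5.95% for tRNA-Leu and 5.46% for tRNA-Ser, lay within the range of the HFD libraries. The other CD libraries lay below that range.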

A closer examination of the tRNA origins of the tRFs revealed that tRNA-Gly was the most prevalent species in both groups, followed by tRNA-Val and tRNA-Glu (Fig. 2D).

We then identified the tRFs whose levels had changed due to HFD feeding. 

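Of the tRFs with at least 1 read in a sperm library, which numbered 148, the 142 with at least 10 reads in at least 3 libraries were compared between the diets. The estimated counts were rounded and tested with edgeR's quasi-likelihood test, with the clean reads without rRNA as library size. By the thresholds drawn in Fig. 2E, an unadjusted p under 0.05 and a fold change over 1.5, 23 tRFs were higher and 0 lower in HFD sperm. Since a read that matched several tRFs was divided among them, called tRFs need not be distinct fragments. For example, the called tRF5 of tRNA-Ser-AGA and tRNA-Ser-TGA had log2 fold changes of 0.69 and 0.70. After Benjamini-Hochberg adjustment, 0 tRFs had an adjusted p under 0.05. The median log2 fold change over the tested tRFs was 0.44, and 91.5% of them were higher on the HFD. TMM normalization over the tRFs moved this median to −0.08 and the share to 40.8%, with 1 tRF called higher and 7 lower. DESeq2 with its own size factors gave a median of 0.04 and 57.0%, with 2 called higher and 7 lower. With all clean reads as library size, the median was 0.31, and 12 tRFs were called higher and 1 lower. The number of called tRFs rested on single libraries: it was 7 without CD replicate 1, 8 without CD replicate 3 and 55 without CD replicate 2, when 53 were higher and 2 lower and 26 had an adjusted p under 0.05.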

When all tRF types were examined, 14 out of 148 showed significant changes in the HFD group compared to the CD group (Fig. 2E). Especially, the relative amount of tRF5 derived from tRNA-Arg-TCG and tRF3 derived from tRNA-Gln-TTG increased more than twofold, with statistically significant differences (Fig. 2E). 

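The tRF5 of tRNA-Arg-TCG had a log2 fold change of 1.41 in HFD against CD sperm (standard error 0.65, unadjusted p = 0.0314 and adjusted p = 0.260 by edgeR). It averaged 10.5 reads per library, with 0.589 ± 0.168 RPM (SD, n = 3) on the HFD and 0.220 ± 0.0738 RPM on the CD. It was called in 12 of the 18 settings in which it could be tested, and not with TMM, with DESeq2's own size factors, with all clean reads as library size, or without CD replicate 1, HFD replicate 2 or HFD replicate 3. The tRF3 of tRNA-Gln-TTG had a log2 fold change of 1.16 (standard error 0.35, unadjusted p = 0.00113 and adjusted p = 0.109 by edgeR). It measured 232 ± 88.4 RPM (SD, n = 3) on the HFD and 104 ± 48.0 RPM on the CD, and each HFD library was above each CD library. This tRF was called in 19 of 19 settings, with log2 fold changes between 0.71 and 1.31 over the alternatives with all libraries and between 0.81 and 1.57 with a library left out.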

The tRF5 derived from tRNA-Val was the only tRF that decreased in the HFD group, with the highest count, suggesting that this contributed to the overall reduction trend in tRF5 levels of the HFD group (Figure 2C,E,F). 

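The tRF5 of tRNA-Val-CAC measured 8302 ± 642 RPM (SD, n = 3) in HFD sperm and 11844 ± 4262 RPM in CD sperm, and that of tRNA-Val-AAC 3540 ± 226 and 4977 ± 1787 RPM. The log2 fold change was −0.51 for tRNA-Val-CAC (standard error 0.30, unadjusted p = 0.0887 and adjusted p = 0.263 by edgeR) and −0.49 for tRNA-Val-AAC (standard error 0.32, unadjusted p = 0.122 and adjusted p = 0.271 by edgeR), so neither tRF was called. The libraries of the diets overlapped, with CD replicate 2 at 7809 RPM and CD replicate 3 at 16302 RPM for tRNA-Val-CAC. Without CD replicate 2 the log2 fold changes were −0.74 and −0.72 and both tRFs were called, and the smallest changes with a library left out were −0.21 and −0.19. Both were also called with TMM, with log2 fold changes of −1.13 and −1.11, and with DESeq2's own size factors, and that of tRNA-Val-CAC with all clean reads as library size. The CAC and AAC fragments share much of their sequence, and their reads stood in a ratio between 2.32 and 2.38 in every sperm library. The tRF5 of tRNA-Gly-GCC, chosen after its values were seen, had the most reads, with 69018 ± 22023 RPM (SD, n = 3) on the CD and 55046 ± 7136 RPM on the HFD (log2 fold change −0.33, adjusted p = 0.374 by edgeR).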

Our analysis of small RNA sequencing data using sperm suggested that HFD-induced metabolic changes can affect the profile of tRFs in the sperm, which could function as mediators transmitting metabolic information induced by diet from the paternal generation.

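The other tRFs labelled as higher in Fig. 2F were also called higher here, with log2 fold changes above the median of the tested tRFs. The tRF5 of tRNA-Trp-CCA, tRNA-Leu-CAA and tRNA-Tyr-GTA had log2 fold changes of 0.93, 0.84 and 0.78, and the tRF3 of tRNA-Gln-CTG and tRNA-SeC-TCA 0.95 and 0.92. Among the other fragments, those of tRNA-Leu-CAG, tRNA-Ser-GGA, tRNA-Ile-AAT, tRNA-Arg-ACG and tRNA-Phe-GAA had log2 fold changes of 0.85, 0.81, 0.76, 0.75 and 0.74. These tRFs were called in 11 to 17 of 19 settings, the fewest for tRNA-Ile-AAT. From the differences in tRF classes and in individual tRFs, the paper proposes that metabolic changes under the HFD can alter the tRFs of sperm, which could carry metabolic information from the father.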

### 3.3 AMPK inhibition induces *Ang* expression in testis

To investigate how the profiles of tRFs are altered, we examined the expression levels of tRNA-modifying enzymes in the testis, including genes encoding the DNMT2 and NSUN2 tRNA methyltransferases, and angiogenin. The expression of the *Nsun2* and the *Ang* genes were significantly higher in the HFD group than in the CD group, while *Dnmt2* expression did not change in the testis (Figure 3A). These findings suggested the possibility that tRNA methylation status might have been differentially altered by increased expression of tRNA methylation-related genes rather than all tRNAs. To determine if HFD impacted the methylation status on tRNA, we performed bisulfite sequencing analysis of tRNA, in particular tRNA-Asp-GTC, which is a common target of DNMT2 and NSUN2 [[33], [34], [35]]. While the expression level of the *Nsun2* gene was increased, there were no differences in the methylation status of sperm tRNA-Asp-GTC at neither the cytosine 48 (C48) target site of NSUN2, nor the cytosine 38 (C38) target site of DNMT2 (Fig. 3B).

**Figure 3:**
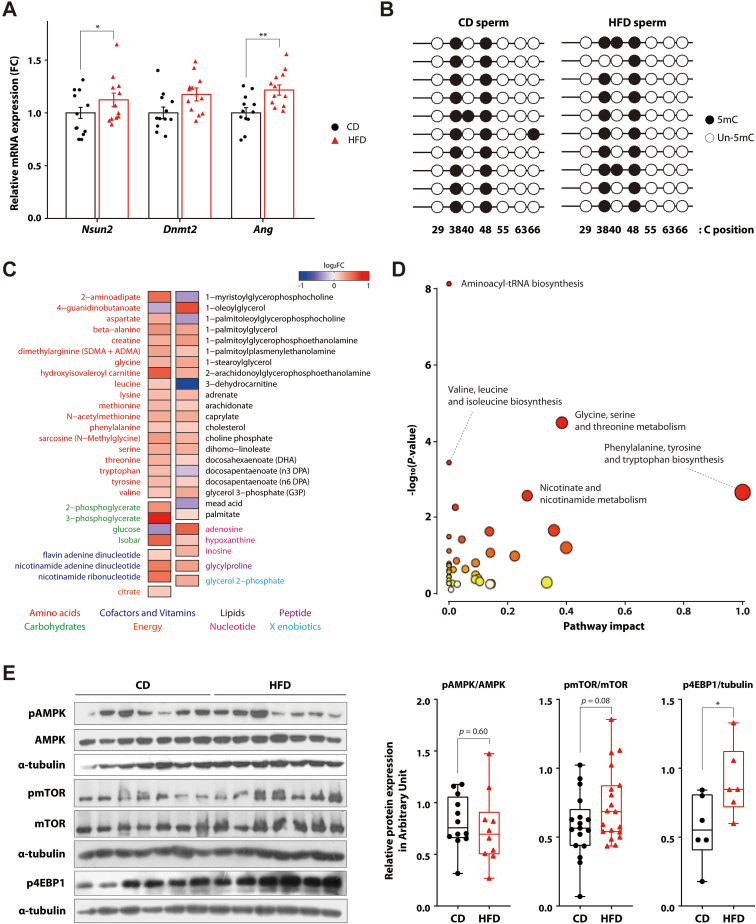
**AMPK inhibition is a candidate mechanism of HFD-induced Angiogenin induction. A** mRNA expression changes after HFD feeding in testis compared to CD. Relative levels of mRNA expression were calculated by normalization against Gapdh expression. Data are presented as means ± standard errors (CD, n = 20; HFD, n = 18). Statistical analysis was performed using the student's t-test. ∗, p < 0.05 and ∗∗, p < 0.01 vs CD. **B** Methylation status of tRNA-Asp-GTC in sperm by bisulfite analysis. Five clones per sample were used (n = 2 per group, total 10 clones per group). Black circles represent methylated CpG sites and white circles represent unmethylated CpG sites. **C** Heatmap showing significantly changed metabolites in sperm of mice fed CD and HFD. The red and blue color indicates relatively high and low fold change (HFD compared to CD), respectively. **D** Scatter plot showing metabolic pathway induced in sperm by HFD feeding. Pathway analysis was performed with MetaboAnalyst5.0. The node color indicates p-value, and the node radius indicates the pathway impact. Significant pathway names were labelled near the nodes. **E** (Left) The representative Western blot result of proteins related with AMPK-mTOR pathway. pmTOR/mTOR was measured 17 times in 10 biologically different samples in the CD group and 19 times in 8 biologically different samples in the HFD group. (Right) The graph of quantified the band intensities of Western blot results using ImageJ software. Data are presented as mean ± standard deviation.

To better understand how the metabolic landscape influences tRF alterations, we used publicly available metabolome data emanating from identical diet intervention as our study [30]. To this end, we used sperm metabolome data from mice subjected to a HFD and found significant alterations in their metabolite composition. Out of the 142 sperm metabolites, 53 showed statistically significant differences between HFD and CD groups, with 46 metabolites were increased and 7 were decreased in the HFD group (Fig. 3C). Notably, there was a marked increase in lipid levels, particularly in various fatty acids such as docosapentaenoate (DPA), docosahexaenoate (DHA), arachidonate, palmitate, and adrenate, suggesting enhanced lipid accumulation in sperm under HFD conditions. Similarly, several amino acids – such as leucine, phenylalanine, valine, tyrosine, and serine – were also elevated in the HFD group, indicating that both energy-related and biosynthetic pathways may be affected by dietary fat intake.

We next conducted pathway analysis using 46 significantly induced metabolites by HFD feeding to discover significantly changed pathways in sperm. As a result, five significant pathways were obtained, all of which were involved in amino-acid metabolism, and the top induced pathway was aminoacyl-tRNA biosynthesis, which is strongly linked to the amino acid metabolism and mTOR signaling pathway (Fig. 3D). Transcriptomic analysis of the testis from HFD-fed mice showed only limited expression changes, however *Kit*, a gene previously implicated in RNA-mediated intergenerational inheritance, was notably downregulated (Supplementary Fig. 2a-c) [36]. In addition, downregulated genes are associated with thermogenesis and oxidative phosphorylation, suggesting altered energy expenditure in response to HFD feeding (Supplementary Fig. 2d, e) in line with the metabolome analysis. As the AMPK-mTOR signaling pathway is an essential element of the nutrient sensing system and a central regulator of protein synthesis, we investigated its role as a central mediator of this phenomenon [37]. This analysis showed that there was a trend, while not statistically significant, of decreased phosphorylation of AMPK and increased phosphorylation of mTOR in the HFD group compared to the CD (Fig. 3E). Consistent with the observed AMPK and mTOR changes, the p4EBP1, which acts downstream of mTOR, became significantly activated in the HFD group (Fig. 3E). These findings indicated a novel link in sperm between the AMPK-mTOR signaling pathway and HFD-related metabolites elevated by HFD.

### 3.4 AMPK inhibition alters tRFs profiles mediated by *Ang* induction

To further investigate the AMPK-mTOR's involvement in metabolic stress-induced upregulation of the *Ang* gene, we used the TM3 and TM4 mouse cell lines, isolated from prepubertal gonads and mouse fibroblast NIH/3T3 cell line. To manipulate endogenous AMPK-mTOR pathway signaling we treated the cell lines for 12 h with CC, rapamycin, and MHY1485. We confirmed with Western blot analysis that the chemicals affected the protein activity of AMPK and mTOR (Figure 4A). Notably, CC treatment, providing AMPK inhibition at the protein level, led to an increase in *Ang* expression (Fig. 4B). However, altering mTOR protein activity using rapamycin and MHY1485 as an antagonist and an agonist, respectively, did not significantly affect *Ang* expression (Figure 4A,B). As the impact of CC on *Ang* induction was consistent across all three cell lines, it did not appear to be cell-type specific (Fig. 4B). Furthermore, Northern blot analysis confirmed that CC treatment and *Ang* overexpression induced the tRNA fragmentation (Fig. 4C). Collectively, the results indicated that AMPK inhibition led to an increase in *Ang* expression, which in turn drives alterations in tRNA fragmentation.

**Figure 4:**
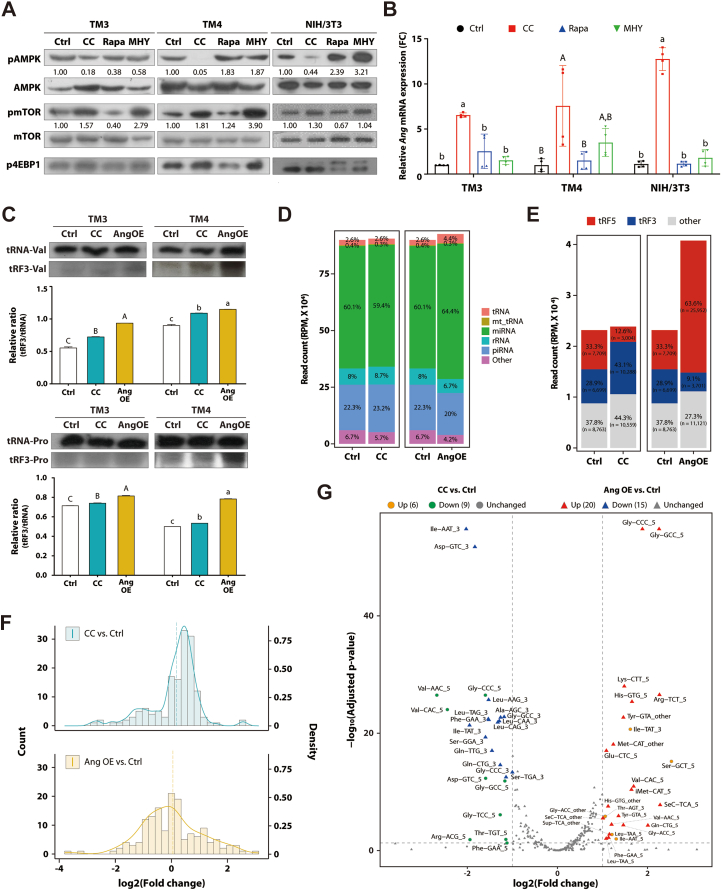
**AMPK inhibition-induced Angiogenin is accompanied by alteration of tRFs profile in vitro. A** Western blot results of proteins related with AMPK-mTOR pathways in TM3, TM4, and NIH/3T3 cell lines using compound C (CC), rapamycin (Rapa), and MHY1485 (MHY) in TM3, TM4, and NIH/3T3 cell lines (left to right). The number represents the densiometric comparison of the expression of pAMPK and pmTOR proteins against AMPK and mTOR, respectively. **B** Angiogenin gene expression. Gene expression was quantified after 12 h of treatment. mRNA expression level was normalized to *Actin*. Data are represented as mean ± standard deviation. Statistical analysis was performed using One-way ANOVA with Tukey post-hoc test. Different letters are significantly different. **C** Northern blot results of tRF3-Pro and Val in mouse testis cell lines. Each sample RNAs were extracted from both TM3 and TM4 cells with CC treatment and overexpression of Angiogenin (Ang OE). Each intact tRNA was shown as a control. Band intensities of Northern blot are represented as bar graph after quantification using Image J software. Data are presented as mean ± standard deviation. One-way ANOVA was used for statistical analysis, and the different alphabets with Tukey post-hoc test. **D** Distribution of read counts based on small RNA type. **E** Distribution of reads assigned to GtRNAdb in tRF subtypes. The total bar height is proportional to the total read count for each group. Percentages indicate the relative proportion of each tRF subtype within the corresponding group, and *n* represents the actual read count number for each subtype. tRF5, reads derived from tRNA 5′ end among reads aligned to GtRNAdb; tRF3, reads derived from tRNA 3′ end among reads aligned to GtRNAdb; other, not included in the previous two groups. **F** Histogram showing the distribution of log_2_(Fold change) using reads aligned to GtRNAdb. Green, CC-treated versus non-treated; Yellow, ANG overexpression versus control. **G** Volcano plot depicting significantly changed tRFs in TM4 cell lines. Results from CC-treated versus non-treated are represented as circles, and results from ANG overexpression versus control are represented as triangles. n = 2 for each group.

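The TM4 line is a mouse Sertoli cell line. Small RNA libraries were made from non-treated TM4 cells (Ctrl), from cells treated with 10 µM CC, an AMPK inhibitor, for 12 h, and from cells that overexpressed *Ang* (Ang OE) from a plasmid, with 2 libraries per group. Angiogenin, the product of *Ang*, is a ribonuclease that cuts tRNAs. The non-treated cells were the only control group, so CC and Ang OE were both compared with the same 2 libraries. The design holds no transfected control, so in Ang OE an effect of angiogenin cannot be told apart from one of the transfection. Clean reads numbered 54081799 and 64038150 in the Ctrl libraries, 56567313 and 51457711 in the CC libraries, and 52665390 and 58223045 in the Ang OE libraries. Between 1273709 and 2704287 reads per library matched tRNAs. The deposited values are estimated counts per subclass, before normalization, as for sperm. The methods name ComBat-seq as a batch adjustment for the cell lines, and the paper's text does not name the batches, so the values here carry no batch adjustment unless stated. The replicates differed by more than counting noise, with a chi-square per degree of freedom over the tRFs of 306 in Ang OE, 665 in Ctrl and 1427 in CC. With 2 libraries against 2, an exact 2-sided permutation test cannot give a p below 0.333, so shares are given per library without a test.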

To further explore whether inhibition of AMPK induced *Ang* expression and altered tRNA fragmentation, we performed small RNA sequencing analysis on CC treated- and *Ang* overexpressed OE-TM4 cells. 

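Reads matched to tRNAs made up 2.60% ± 0.396 (SD, n = 2) of the annotated reads in Ctrl, with 2.88% and 2.32% in the libraries, and 2.73% ± 0.0112 in CC, with 2.74% and 2.72%. The CC libraries thus lay between the Ctrl libraries. The log2 ratio of CC to Ctrl, 0.07, changed sign with the library left out, from −0.08 without Ctrl replicate 2 to 0.23 without Ctrl replicate 1. With both libraries of each group and the reads that matched the genome alone, the log2 ratio was −0.01. piRNA reads made up 22.3% ± 0.604 in Ctrl and 23.1% ± 1.05 in CC, and miRNA reads 59.9% ± 1.83 and 59.1% ± 0.0785.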

The analysis of reads revealed that 2.6% of tRNAs matched the GtRNAdb in the control group and remained unchanged in the CC-treated group (Fig. 4D). However, there was a slight increase in expression of *Ang* OE tRNA from 2.6 to 4.4% (Fig. 4D), consistent with the notion that angiogenin contributes to generate tRFs [25,26]. 

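In Ang OE, the reads matched to tRNAs made up 4.38% ± 0.935 (SD, n = 2) of the annotated reads, with 3.72% and 5.04% in the libraries, each above the libraries of Ctrl and CC. The log2 ratio of Ang OE to Ctrl was 0.75, and it was 0.52 without Ang OE replicate 2 and 0.96 without Ang OE replicate 1. miRNA reads made up 64.4% ± 2.20 of the annotated reads in Ang OE and piRNA reads 20.0% ± 0.575.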

When examining the distribution of tRFs by their origin, both CC treatment and *Ang* expression caused changes in the proportion of specific tRF specimens (Fig. 4E). 

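Of the reads matched to GtRNAdb, tRF5 made up 32.9% ± 9.23 (SD, n = 2) in Ctrl, 14.8% ± 10.8 in CC and 62.9% ± 0.0876 in Ang OE. The CC libraries differed from each other, with 22.4% in replicate 1 and 7.15% (95% Wilson interval 7.11% to 7.20%) in replicate 2, and so did the Ctrl libraries, with 39.4% and 26.4%. Each CC library was below and each Ang OE library above both Ctrl libraries. The tRF3 share was 29.9% ± 8.54 in Ctrl, 41.5% ± 8.00 in CC and 9.44% ± 0.917 in Ang OE, and the share of other fragments 37.2% ± 0.688, 43.7% ± 2.76 and 27.7% ± 1.00. In replicates 1 and 2, the tRF3 share was 23.9% and 36.0% in Ctrl and 35.9% and 47.2% in CC, so the groups overlapped while each CC library was above the Ctrl library of the same number. The difference of CC from Ctrl rested on single libraries. In tRF3 share it was 5.55 percentage points without Ctrl replicate 1 and 17.6 without Ctrl replicate 2, and in tRF5 share it was −10.5 without CC replicate 2 and −25.7 without CC replicate 1, against −18.1 with all libraries. The difference in tRF3 share sat in the fragments that end in the CCA tail. When these were counted as other, the tRF3 difference from Ctrl went from −20.5 to −0.09 percentage points in Ang OE and from 11.6 to −0.02 in CC, and that of other fragments from −9.52 to −29.9 in Ang OE and from 6.53 to 18.1 in CC.

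**Figure D1:**
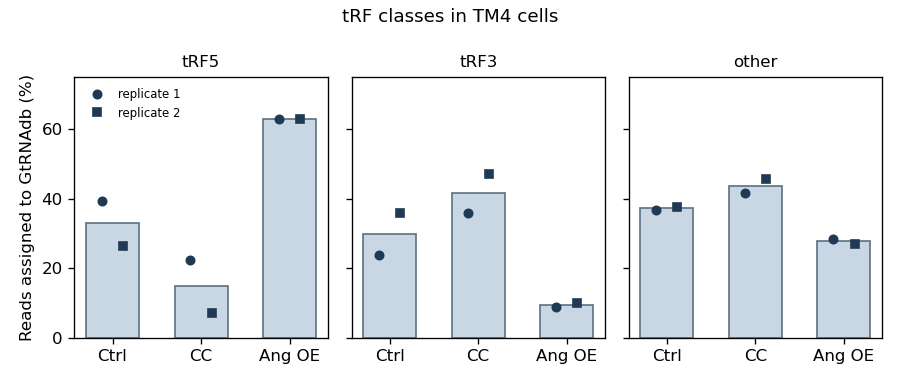
Share of the reads matched to GtRNAdb in each tRF class, in percent, for Ctrl, CC and Ang OE TM4 cells. Bars are the mean of 2 libraries and points the libraries, and the tRF5 share is 62.9% in Ang OE and 14.8% in CC against 32.9% in Ctrl.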

We also observed that the overall abundance of individual tRFs increased under both conditions compared to the control group, with a more pronounced increase observed in the CC treatment (Fig. 4F). 

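Over the 143 tRFs with at least 10 reads in at least 2 TM4 libraries, the median log2 fold change against Ctrl was 0.43 in CC, with 76.9% of the tRFs higher, and −0.01 in Ang OE, with 48.3% higher. These values use the clean reads without rRNA as library size. With TMM normalization over the tRFs, the median in CC was −0.05 and 48.3% were higher, and with DESeq2's own size factors it was 0.04 and 53.8%. The CC median also rested on single libraries, with 0.20 without CC replicate 2 and 0.63 without CC replicate 1. The Ang OE median moved most when fragments ending in the CCA tail were kept as a class of their own, to −0.21 with 41.6% of the tRFs higher.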

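The 143 tRFs were tested with edgeR in a model of all 6 TM4 libraries and called by the thresholds drawn in Fig. 4G, an adjusted p under 0.05 and a fold change over 2. In CC, 1 tRF was called higher than in Ctrl and 0 lower, and 39 had an unadjusted p under 0.05. It was the tRF5 of tRNA-Ser-GCT, with 7.32 ± 2.39 RPM (SD, n = 2) in CC and 1.21 ± 0.0453 RPM in Ctrl (log2 fold change 2.60, standard error 0.36, adjusted p = 0.0172 by edgeR). In Ang OE, 6 tRFs were called higher and 8 lower, and 51 had an unadjusted p under 0.05. ComBat-seq with the replicate number as batch, an assumption since the batches are not named, moved these counts to 6 higher and 7 lower in CC and 19 higher and 15 lower in Ang OE. DESeq2's own size factors gave 2 higher and 4 lower in CC and 18 higher and 13 lower in Ang OE. Leaving out a library of the third group also moved the counts: without CC replicate 1 or 2, 16 tRFs were called higher and 14 lower in Ang OE, and without Ang OE replicate 1 or 2, 2 were called higher in CC. The 8 tRFs called lower in Ang OE were all tRF3, of tRNA-Ile-AAT, tRNA-Ile-TAT, tRNA-Asp-GTC, tRNA-Leu-TAG, tRNA-Leu-AAG, tRNA-Ser-GGA, tRNA-Gln-TTG and tRNA-Gln-CTG. Their log2 fold changes ran from −2.04 for tRNA-Ile-AAT (standard error 0.29, adjusted p = 0.0167 by edgeR), and with fragments ending in the CCA tail as a class of their own, that of tRNA-Gln-TTG went from −1.44 to −0.04. In that setting tRF3 means fragments without the CCA tail alone, so the move does not bear on the CCA-tailed ones. The tRFs called higher in Ang OE included the tRF5 of tRNA-Arg-TCT (2.25) and tRNA-Gly-ACC (1.44) and the other fragments of tRNA-Met-CAT (1.22). A read that matched several tRFs was divided among them, so called tRFs need not be distinct fragments. Among those called lower, the tRF3 of tRNA-Leu-TAG and tRNA-Leu-AAG had log2 fold changes of −1.58 and −1.57.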

In an attempt to identify significantly altered tRFs in both conditions, our analysis showed that 6 tRFs were upregulated and 9 were downregulated in the CC-treated group, while 20 tRFs were upregulated and 15 were downregulated in the *Ang* induced group (Fig. 4G). These findings suggested that both CC treatment and *Ang* overexpression influenced tRF abundance, with each condition showing distinct changes. 

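Ang OE and CC were also compared with each other in the same model. Of the 143 tRFs, 16 were called higher and 39 lower in Ang OE than in CC, and 82 had an unadjusted p under 0.05. The median log2 fold change of Ang OE against CC was −0.38, with 35.7% of the tRFs higher in Ang OE. TMM normalization moved this median to 0.03 and the share to 51.0%, with 22 tRFs called higher and 20 lower, and DESeq2's own size factors moved them to 0.04 and 51.0%, with 26 and 24. The largest log2 fold changes were 3.79 for the tRF5 of tRNA-Val-CAC (standard error 0.83, adjusted p = 0.0104 by edgeR) and −3.57 for the tRF3 of tRNA-Ile-TAT (standard error 0.40, adjusted p = 0.00275 by edgeR). The tRF5 of tRNA-Ser-GCT was lower in Ang OE than in CC, with a log2 fold change of −2.23.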

Several fragments – such as those derived from Ile-AAT (CC-treated group), Gln-CTG, Phe-GAA, Sec-TCA, and Tyr-GTA (Ang OE group) – were found to be upregulated under both CC/Ang OE and HFD conditions, despite differences in the origins of the tRFs (Figures 3E and 4G). 

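In CC, the tRF5 of tRNA-Ile-AAT measured 1.87 ± 0.736 RPM (SD, n = 2) against 0.815 ± 0.203 RPM in Ctrl, a log2 fold change of 1.20 (standard error 0.41, adjusted p = 0.147 by edgeR), and was not called. The other fragments of tRNA-Ile-AAT, which are the fragments of this tRNA called in HFD sperm, had a log2 fold change of 0.22 in CC. In Ang OE, the tRF5 of tRNA-SeC-TCA was called with a log2 fold change of 2.14, and so were the tRF5 and the other fragments of tRNA-Tyr-GTA, with 1.51 and 1.48. The other fragments of tRNA-SeC-TCA had an adjusted p of 0.0269 by edgeR and a log2 fold change of 1.00, just under the fold change threshold. The tRF5 of tRNA-Phe-GAA, with a log2 fold change of 1.13 (adjusted p = 0.0577 by edgeR), and that of tRNA-Gln-CTG, with 2.22 (adjusted p = 0.0710 by edgeR), were not called. Of the fragments of these 4 tRNAs that were called in HFD sperm, the log2 fold changes in Ang OE were 1.51 for the tRF5 of tRNA-Tyr-GTA, 0.52 for the tRF3 of tRNA-SeC-TCA, −0.62 for the other fragments of tRNA-Phe-GAA and −1.24 for the tRF3 of tRNA-Gln-CTG. The tRF3 of tRNA-Tyr-GTA, chosen after its values were seen, was also called in HFD sperm, with a log2 fold change of 0.64, and had −0.20 in Ang OE.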

Notably, tRF5 derived from tRNA-Val-ACC and tRNA-Val-CAC were consistently downregulated under both CC-treated and HFD groups. Collectively, these results suggested that while CC treatment and *Ang* induction did not fully recapitulate the tRF pattern altered by HFD, distinct changes in tRF profiles between *Ang* induction and AMPK inhibition correlated closely.

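In CC, the tRF5 of tRNA-Val-AAC measured 227 ± 157 RPM (SD, n = 2) against 1135 ± 625 RPM in Ctrl, and that of tRNA-Val-CAC 407 ± 321 RPM against 1650 ± 924 RPM. The log2 fold changes were −2.32 (standard error 0.69, adjusted p = 0.136 by edgeR) and −2.02 (standard error 0.77, adjusted p = 0.154 by edgeR), and neither tRF was called. Each CC library was below each Ctrl library (exact 2-sided permutation p = 0.333, the smallest that 2 libraries against 2 allow). With a library left out, the log2 fold changes ran from −3.29 to −1.61 for tRNA-Val-AAC and from −3.19 to −1.29 for tRNA-Val-CAC. Both tRFs were called with DESeq2, with the same library sizes or with its own size factors, and after ComBat-seq by replicate number. In Ang OE, the tRF5 of tRNA-Val-AAC and tRNA-Val-CAC went the other way, with 2789 ± 899 and 5626 ± 2067 RPM, and were not called (adjusted p = 0.183 and adjusted p = 0.138 by edgeR). In the TM4 libraries, the reads of the CAC fragment were 1.44 to 2.07 times those of the AAC fragment.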

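Across the 143 tRFs, the log2 fold changes of CC and of Ang OE against Ctrl had a Pearson correlation of −0.29 and a Spearman correlation of −0.27, and 35.0% of the tRFs changed in the same direction. tRFs are not independent replicates, so no p is given. Since both contrasts share the Ctrl libraries, 100 simulations of unchanged groups were run, and these gave a median Pearson correlation of 0.506, with 95% of them between 0.338 and 0.633. Each tRF was drawn on its own in them, while tRFs of a real library can deviate together, so this range may be too narrow. With at least 100 reads as the filter the correlation was −0.45, and with each treatment set against a different Ctrl library it was −0.64 or −0.24. Within tRF5, tRF3 and other fragments it was −0.01, −0.04 and 0.02. HFD against CD and CC against Ctrl had a Pearson correlation of 0.39 and a Spearman correlation of 0.16 over 141 tRFs, and 83.0% changed in the same direction, a share that fell to 49.7% with TMM normalization. The Pearson correlation of this pair was 0.505 within tRF5, −0.077 within tRF3 and −0.17 within other fragments. HFD against CD and Ang OE against Ctrl had a Pearson correlation of −0.28 and a Spearman correlation of −0.17. From the tRFs that changed in each condition, the paper proposes that CC and *Ang* do not fully recapitulate the pattern under HFD and that the changes under *Ang* induction and AMPK inhibition are closely correlated.

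**Figure D2:**
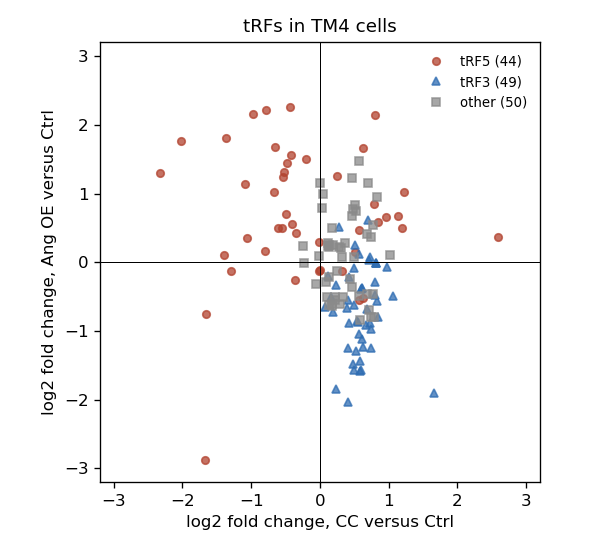
log2 fold change of each of the 143 tRFs in CC against Ctrl (x axis) and in Ang OE against Ctrl (y axis), with tRF5, tRF3 and other fragments in separate colours. The correlation over all points is −0.29, and most tRF3 lie to the right of 0 on the x axis and under 0 on the y axis with the clean reads without rRNA as library size.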

## 4 Discussion

In this study, our focus was on understanding the molecular context in which diet-induced metabolic stress is associated with tRNA fragmentation in the male germline. We first analyzed the changes of small RNA profiles in response to metabolic stress induced by HFD through RNA sequencing-based analysis. The tRFs, particularly the relatively shorter tRF3s, were increased in sperm from the HFD group compared to the CD group. HFD feeding affected expression of tRNA-modifying genes in testis, including those regulating methylation and cleavage. Although tRNA methylation analysis did not reveal significant differences at the specific nucleotide sites we examined, its fragmentation was induced upon HFD feeding, corresponding with the upregulation of angiogenin, a that accommodate its tRNA cleavage. The induction of angiogenin in testis due to HFD was mimicked by AMPK inhibition, but not mTOR modulation in testicular cell lines. AMPK-inhibited cell lines also showed changes of tRFs, especially induction of tRF3 amounts, although the overall distribution of tRFs were different from that observed in mature sperm. In summary, this study demonstrated how HFD-induced chronic metabolic stress led to AMPK inhibition and *Ang* overexpression in testis, accompanied by alteration of sperm tRFs.

Multiple pieces of evidence indicated that tRFs could serve as promising candidates for mediators of intergenerational effect [22,23,32,38]. In a study of human subjects, there were observed differences in sperm tRF profiles between lean and obese men [28]. Intriguingly, a short-term intervention with a high-sugar diet for just one week resulted in significant changes in the tRF profile in sperm [28]. Consistent with previous findings in mice, 5′ tRF were the most abundant species, whereas 3′ tRF were the least abundant [23,28]. In mouse models exposed to chronic LPD or HFD showed increases in 5′ tRF, particularly those derived from Gly-GCC, Gly-CCC and Glu-CTC tRNAs [22,23]. In the human study of short-term high-sugar diet, however, the tRF subtypes showing significant changes were more frequently internal tRFs (i-tRFs), originating from internal regions of mature tRNAs, as well as 3′ tRFs [28]. Notably, the specific 5’ tRF species reported to change in mouse models were not significantly affected in human sperm following the high-sugar diet [28]. The study hence suggested that tRFs in sperm are susceptible to the influence of diet stress. In our study, nevertheless, the overall amounts of tRFs did not exhibit a significant difference between HFD and CD groups, indicating that reads shorter than 22 nt increased, while those between 30 and 35 nt decreased in the HFD group (Fig. 2B). The variations in the total amounts of tRFs observed under metabolic stress have reported inconsistencies across various studies [22,23,32]. For instance, Chen et al. reported an increase in the total quantity of tRFs in the sperm of mice subjected to the HFD [22], while Sharma et al. observed no significant difference in the overall amount of tRFs [23]. In contrast, Zhang et al. reported a decrease in the total amount of tRFs in their supplementary data [38]. These discrepancies suggested that it may not be the total quantity of tRFs that is crucial for transmission of metabolic stress, but rather the quality that carries greater significance. Importantly, high-fat diet exposure represents a state of metabolic overload accompanied by mitochondrial dysfunction, altered cellular energetics, and chronic inflammation, rather than an acute cytotoxic stress response [39]. A recent report has demonstrated that mitochondrial stress produces a tRNA fragmentation profile distinct from canonical oxidative stress, characterized by heterogeneous and often shorter tRNA-derived fragments rather than dominant long tRNA halves [40]. This framework is consistent with our observation of modest enrichment of shorter fragments and supports the interpretation that metabolic state influences qualitative features of tRF populations. The HFD model is not intended to reproduce an ancestral dietary condition but to provide a controlled state of nutrient-driven metabolic imbalance for mechanistic study. Such responses may reflect evolutionarily conserved programs that once enabled adaptation to fluctuating food availability but appear maladaptive under chronic energy-rich environments.

Although several studies have been conducted on the function of tRF on translational regulation [[41], [42], [43]], ribosome synthesis [44,45], and cell differentiation [46,47], lack of studies examining how tRFs, which are altered by HFD, contribute to intergenerational effects after entering the zygote hamper mechanistic understanding. Chen et al. suggested that sperm tRFs could affect regulation of embryonic gene expression as early as the 8-cell stage in the embryo by sequence-matching on gene promoter regions after sperm entered the zygote [22]. At present, only bulk or size-selected sperm RNA populations have been experimentally linked to transmission phenotypes. Whether specific tRFs altered by HFD exert functional effects after fertilization remains unresolved. Beyond regulating other genes, tRFs also modulate the transcription of their parental tRNAs. For example, tRF5-Glu and -Gly were found to promote the transcription of their tRNA genes, thereby regulating embryonic development in zebrafish embryos [48]. Through this mechanism, gene expression and translation can be regulated by tRFs [45,49].

Previous studies have reported the generation tRFs from sperm in response to various metabolic stresses. For instance, HFD feeding induced levels of tRF5-Gly and tRF3-Gly, while LPD increased levels of tRF-Gly, Glu, Lys, and His, but decreased tRF-Phe and Arg [23,38]. Another study using inflammatory mouse model reported increased levels of tRF-Gly, iMet, Glu, Val, His, Arg, and Met in sperm [32]. In our analysis, HFD led to a slight increase in the amount of tRF3 and a decrease in the amount of tRF5 (Fig. 2C). At the amino acid level, tRF5-Arg, Tyr, Trp, and Leu, as well as tRF3-SeC and Gln were increased in the HFD group, whereas tRF5-Val was decreased (Fig. 2F). The patterns observed in AMPK-inhibited or Ang-induced cell lines did not fully recapitulate the *in vivo* findings (Fig. 4), likely reflecting differences in cellular context and experimental system. Such variability indicates that metabolic stress may influence RNA fragmentation processes in a context-dependent manner, with the final sperm RNA profile representing the integrated outcome of multiple biological layers rather than a single regulatory event. The reasons for variations in the quantity or proportion of specific tRFs across studies remain unclear, and whether certain tRFs play a crucial role in the paternal transmission of metabolic stress remains to be determined. Only total or size-selected small RNAs from sperm of mice fed with HFD and subjected to microinjection experiments have so far been directly demonstrated to contribute to paternal transmission [22,23,32]. To establish the importance of specific tRFs, microinjection experiments involving the injection of particular tRFs into fertilized zygotes would be necessary.

Intriguingly, microinjection of synthesized individual tRFs, estimated to represent 70% of the endogenous tRFs in sperm, did not reproduce the transmission of metabolic stress as effectively as did microinjection of endogenous tRFs [22]. This discrepancy might be attributed to the presence of methylation at cytosine (5 mC) and guanine (7 mG), which were notably enriched in tRFs from the HFD group [22]. This finding aligned with other studies indicating that tRNA methylation played a significant role in the process of tRNA fragmentation during metabolic stress [34,50]. The absence of the tRNA methyltransferase DNMT2 resulted in increased tRFs that did not function as mediators of the intergenerational effect [38]. Contrasting the findings by Chen et al. discussed above, an independent study demonstrated that zygotic injection of synthetic unmethylated tRFs partially mimicked the intergenerational effect of paternal inflammation-induced stress [32]. Our analysis of tRNA methylation revealed no difference between sperms from mice fed with HFD and CD (Supplementary Fig. 2b), suggesting that the fragmentation of tRNAs, rather than their methylation, might be a vital component in the metabolic stress response. However, we cannot rule out the possibility that methylation on other tRNAs might be crucial for paternal transmission, as our study only assessed methylation at mature forms of tRNA-Asp-GTC in sperm under diet stress [51].

The significance of this study rests on the induction of tRFs by metabolic stress, especially through the upregulation of *Ang* expression in the testis in response to the HFD feeding (Fig. 3A). Induction of angiogenin has previously been reported under ER (endoplasmic reticulum) stress conditions [52]. Although angiogenin is well known to generate canonical tRNA halves under acute stress conditions, recent evidence indicates that angiogenin activation does not necessarily dictate the final size distribution of tRNA-derived fragments [40]. Instead, angiogenin may function as an initiating nuclease whose effects are subsequently shaped by additional RNases, RNA turnover pathways, and metabolic state–dependent processing. This framework may explain why the HFD model preferentially showed enrichment of shorter and 3′-derived fragments despite *Ang* induction. Additionally, angiogenin activity is tightly regulated by its endogenous inhibitor, ribonuclease/angiogenin inhibitor 1 (RNH1). Under normal growth conditions, angiogenin is predominantly localized in the nucleus, where it supports rRNA biogenesis and protein synthesis, while cytosolic angiogenin is bound by RNH1, which suppresses its RNase activity [[53], [54], [55]]. Upon stress conditions, angiogenin translocates to the cytoplasm as RNH1 relocates in the opposite direction, enabling tRNA fragmentation [53]. Thus, dissociation of angiogenin from RNH1 is likely required for its catalytic activity [25]. Given that HFD induces inflammation and cellular stress, it is plausible that HFD-associated stress may promote the release of angiogenin from RNH1, thereby facilitating tRNA fragmentation.

Notably, a recent study indicated that the absence of angiogenin prevented the intergenerational transmission of inflammation-induced metabolic disorder [32]. Despite the extensive research on the stress response mediated by angiogenin [56], little is known about how metabolic stress induces its upregulation. To answer this question, our analysis of the sperm metabolome showed an upregulation of pathways related to aminoacyl-tRNA biosynthesis and various amino acid biosynthesis reactions in response to HFD feeding (Fig. 3D). These HFD-induced increases suggest enhanced protein production capacity, potentially influencing the rate of translation. Therefore, we focused on the AMPK-mTOR signaling pathway as an upstream regulator affecting the sperm metabolome, because AMPK-mTOR signaling pathway is a key component of the nutrient sensing system and serves as a central regulator of protein synthesis [37].

The transcriptional activation of the *Ang* gene was mimicked by AMPK inhibition. Initially, we used CC, an AMPK inhibitor, not only to repress AMPK but also to subsequently activate the mTOR pathway. Unexpectedly, the induction of *Ang* expression was not recapitulated by the mTOR activator MHY1485 (Fig. 4B). One possible explanation for the difference in results with the mTOR modulators CC and MHY1485, could be due to the mechanisms by which the mTOR complex are activated. CC activates mTOR complex by inhibiting AMPK and the mTOR inhibitory effect of the tuberous sclerosis protein complex (TSC) [57], while MHY1485 activates the mTOR complex by directly binding to mTOR protein [58]. Consistently, co-treatment with CC and Rapamycin still resulted in *Ang* induction (Supplementary Fig. 3), suggesting that this effect may occur through an mTOR-independent mechanism. This finding suggested that inhibition of AMPK, rather than a direct increase in mTOR, is required for *Ang* induction. In a d-galactose-induced renal aging model, hyperoside inhibits AMPK-ULK1-mediated autophagy without affecting mTOR, indicating an mTOR-independent mechanism [59]. Likewise, in the absence of intracellular Ca^2+^, autophagy is induced via an AMPK-dependent, mTOR-independent, mechanism [60]. The activation of mTOR by inhibiting AMPK was one of possibly many outcomes, as it cannot be ruled out that *Ang* expression could be induced through pathways distinct from mTOR. It is noteworthy that the critical point is that merely overexpressing angiogenin did not mimic the tRF pattern changes observed under HFD consumption in the results (Figure 4E), suggesting that the metabolic environment created by AMPK inhibition appears to modulate how tRNA cleavage products are processed and stabilized together with *Ang* induction.

In summary, our findings demonstrate that HFD-associated metabolic stress is accompanied by coordinated but modest changes in AMPK signaling, angiogenin expression, and the distribution of specific sperm tRF subsets. These results describe a stress-responsive RNA remodeling phenomenon rather than a single-enzyme–driven mechanism or a proven pathway of paternal transmission. Future studies incorporating epididymal biology and functional embryo assays will be required to determine whether and how these RNA changes contribute to offspring phenotypes.

## CRediT authorship contribution statement

**Eunbi Lee:** Writing – original draft, Visualization, Investigation, Formal analysis, Data curation. **Seo Yoon Choi:** Investigation. **Seungmin Song:** Investigation. **Anders M. Lindroth:** Writing – review & editing, Supervision, Funding acquisition. **Yoon Jung Park:** Writing – review & editing, Supervision, Project administration, Funding acquisition, Conceptualization.

## Funding

This work was supported by the 10.13039/501100003725National Research Foundation of Korea (NRF) grant funded by the Korea government (10.13039/501100014188MSIT) (RS-2025-00573031 to YJP) and National Cancer Center of Korea (2510450 to AML).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Small RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE323392.

# Supplementary material for: AMPK inhibition and elevated angiogenin are associated with tRNA fragmentation in the male germline exposed to a high-fat diet
**Source:** Mol Metab. 2026 Mar 12;107:102350. doi: 10.1016/j.molmet.2026.102350
**Supplement:** Multimedia component 1

**Supplementary Information**

**AMPK inhibition and elevated angiogenin are associated with tRNA fragmentation in the male germline exposed to a high-fat diet.**

Eunbi Lee, Seo Yoon Choi, Seung Min Song, Anders M. Lindroth, Yoon Jung Park

**Supplementary Methods**

**Supplementary Fig. 1** Impaired glucose tolerance of HFD-induced mice.

**Supplementary Fig. 2** Analysis of differentially expressed genes upon HFD feeding in testis transcriptome.

**Supplementary Fig. 3**

**Supplementary methods**

***Intraperitoneal glucose tolerance test (IPGTT)***

Following a 12-hour fast, 2g/kg of 25% glucose solution (Sigma, MO, USA) was injected into the intraperitoneal space to conduct the intraperitoneal glucose tolerance test. Accu-Check Performa (Roche, IN, USA) was used to measure blood glucose levels from tail at fasting (0) and 15, 30, 60, and 120 minutes after the injection.

***Total RNA sequencing of testis***

RNA sequencing analysis was conducted on 1 µg testis RNA obtained from both CD and HFD mice, with three samples per group utilized for sequencing. Total RNA was extracted using Trizol. Total RNA libraries were constructed using the TruSeq Stranded Total RNA Library Prep Gold Kit following the manufacturer (Macrogen, Seoul, Korea)’s protocol. Sequencing was performed on a NovaSeq 6000 platform, generating over 100 million reads per each RNA library with 100 bp paired-end reads.

To assess the raw data quality, FastQC (v0.12.0) was used, employing a phred quality score. Reads were aligned to the GRCm39 reference genome from GENCODE with a comprehensive gene annotation file using STAR (v2.7.10b). FeatureCounts (v2.0.6) was used to quantify reads in each sample, and DESeq2 R package (v3.17) calculated differentially expressed genes between the groups. Statistically differentially expressed genes (DEGs) were defined with an adjusted p-value < 0.05 and |fold change| > 1.5. DEGs were analyzed for GO-term enrichment via the Enrichr website (https://maayanlab.cloud/Enrichr).

***Bisulfite-based methylation analysis of sperm tRNA***

The RNA extracted from sperm using Trizol was subjected to electrophoresis on a 10% TBE-urea precast gel (Bio-rad Laboratories, Hercules, CA, USA; #4566033), and the gel was then stained with SYBR Green 1 (Thermo Fisher Scientific, Waltham, MA, USA; #S7563). Gel fragments ranging from 10 to 100 bp were selectively isolated and used in subsequent experiments. RNA in the excised gel was purified using acid phenol/chloroform and was subjected to bisulfite conversion through the EZ RNA methylation kit (Zymo Research, Irvine, CA, USA; #R5001). The bisulfite-treated RNA was reverse transcribed using SuperScriptⅡ RTase (Thermo Fisher Scientific, Waltham, MA, USA; #18064022) with a tRNA-Asp-GTC gene specific primer. HotstarTaq DNA polymerase (QIAGEN, Hilden, Germany; #203203) was used to amplify tRNA-Asp-GTC. The resulting PCR products were separated on a 2% agarose gel and purified using the QIAGEN Gel Extraction kit (QIAGEN, Hilden, Germany; #28704). After purification, the PCR products were subcloned with the TOPO TA cloning kit (Invitrogen, Waltham, MA, USA; #450641) and sequenced to verify the methylation status. The primes used for this analysis are listed in Table 2.

**
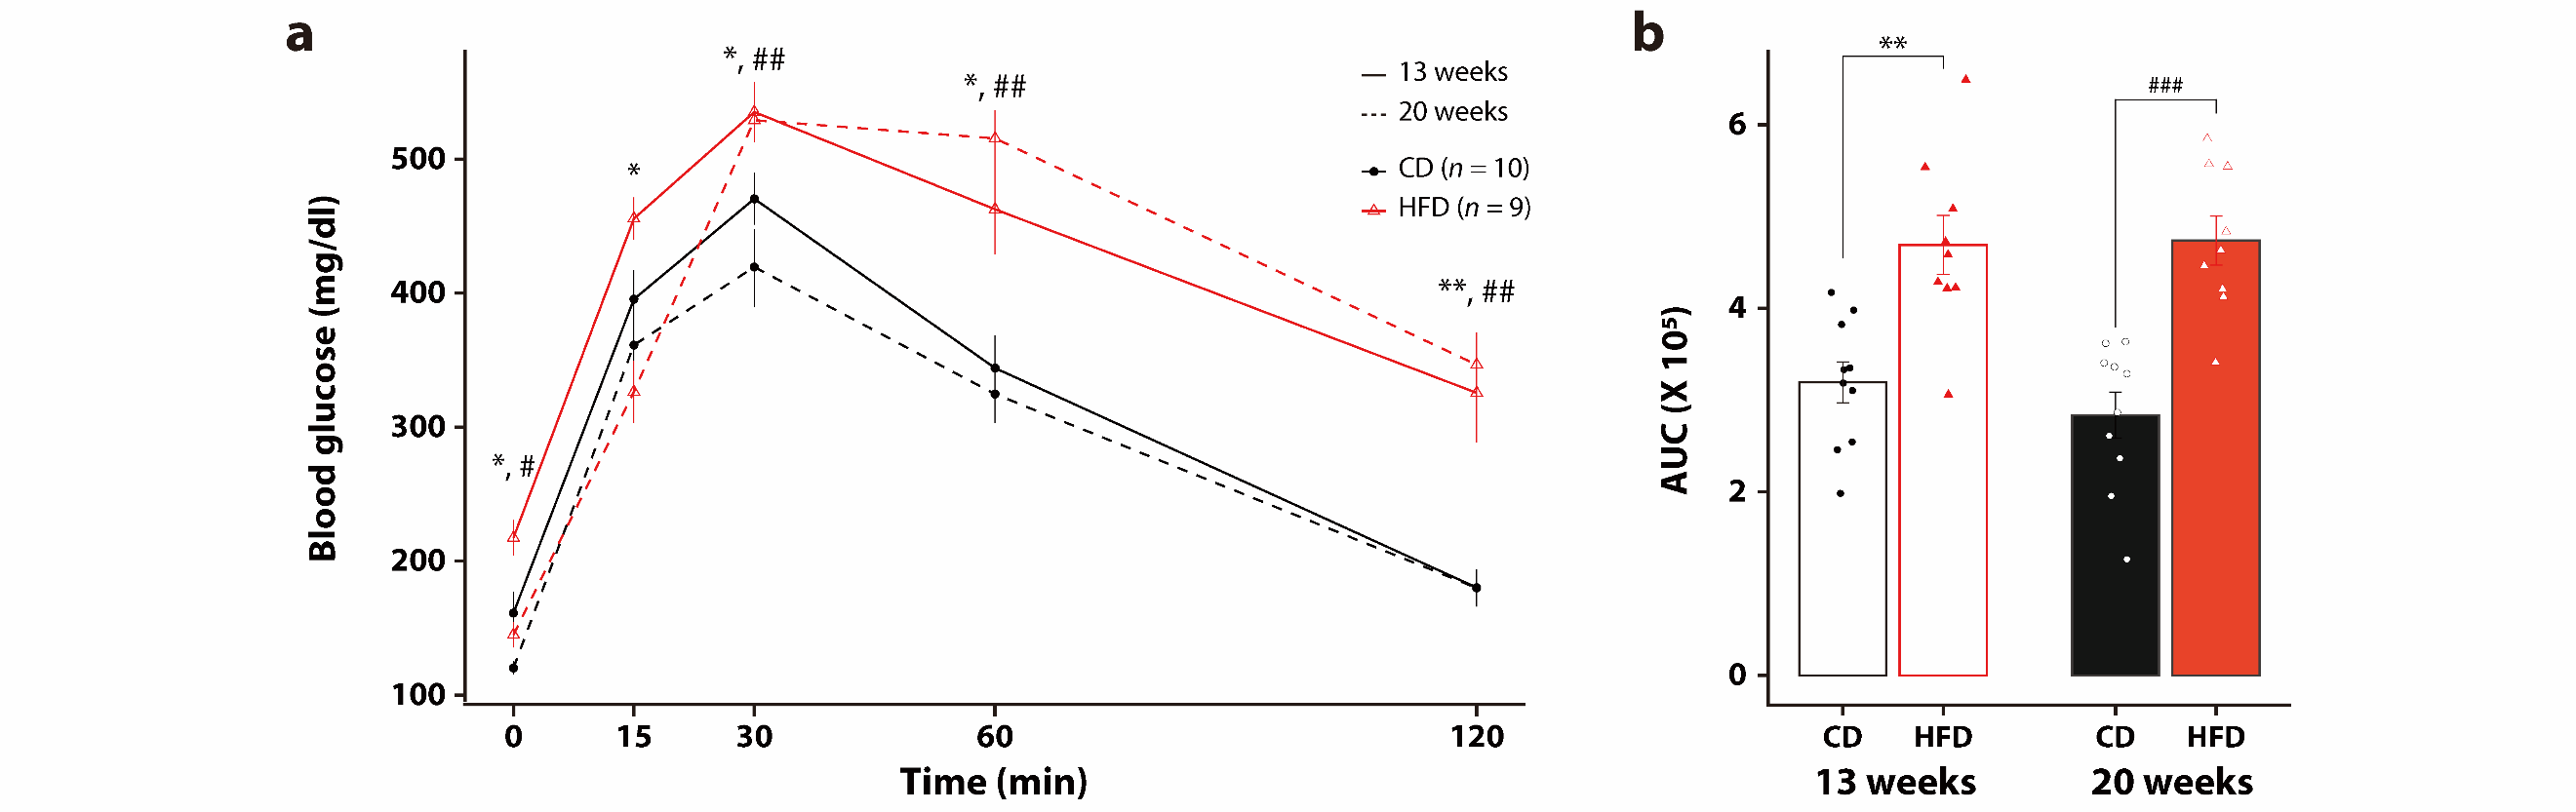
**

**Supplementary Figure 1. Impaired glucose tolerance of HFD-induced mice.**

Glucose levels upon intraperitoneal glucose tolerance tests at 13 and 20 weeks of age. Black and red lines indicate mice fed with CD and with HFD, respectively. Solid and dotted lines indicate results from 13 and 20 weeks of age, respectively. Data are presented as means ± standard errors (CD, n=10; HFD, n=9). Statistical analysis was performed using the student’s *t*-test, *, *p*<0.05 and **, *p*<0.01 vs CD.

**
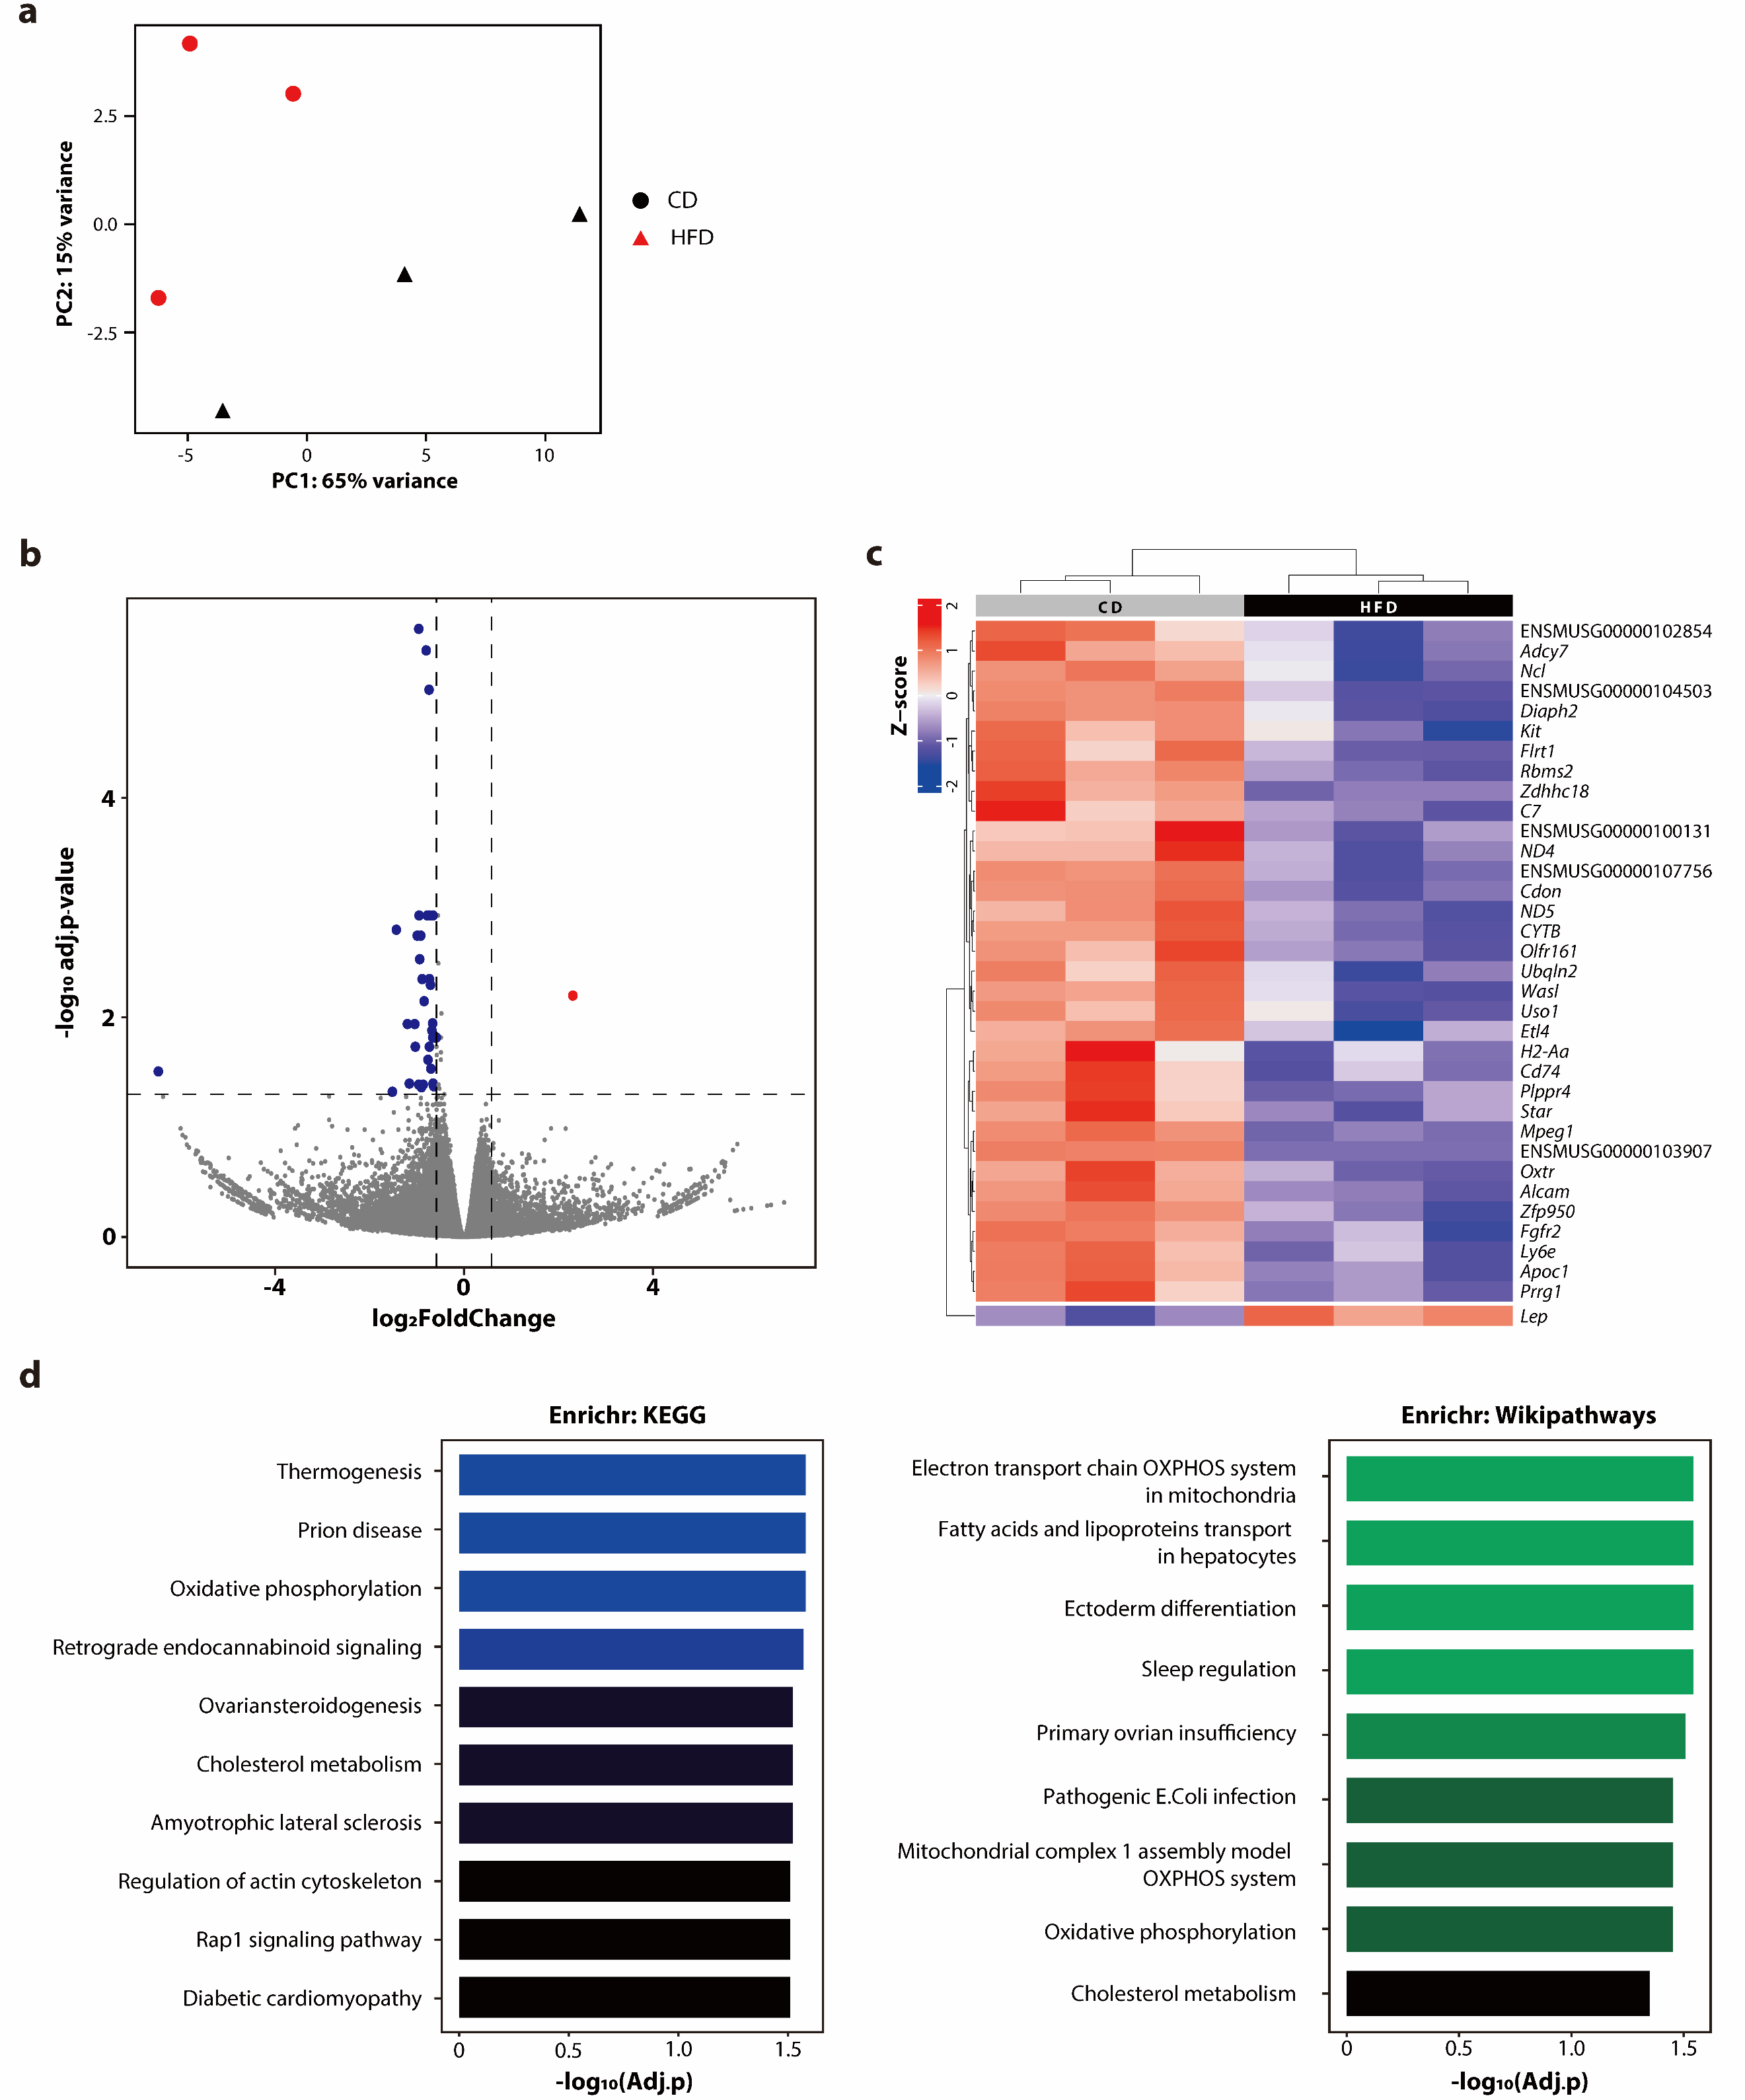
**

**Supplementary Figure 2. Analysis of differentially expressed genes upon HFD feeding in testis transcriptome.**

(a) PCA plot from testis transcriptome for diet variables. (b) Volcano plot generated for differentially expressed genes (DEG) between HFD and CD. The red dot indicates up-regulated gene, and the blue dots indicate down-regulated genes in the HFD group compared to the CD group. The gray dots denote the gene expression without marked differences. The threshold was set as |Fold Change|>1.5 and adjusted p<0.05. (c) The expression heatmap of all DEGs between HFD and CD with hierarchical clustering results. The red and blue color indicates relatively high and low z-score (HFD compared to CD), respectively. (d) Bar plots showing the top 10 KEGG pathway results on the left and top 9 WikiPathways on the right for downregulated genes in the HFD group.

**
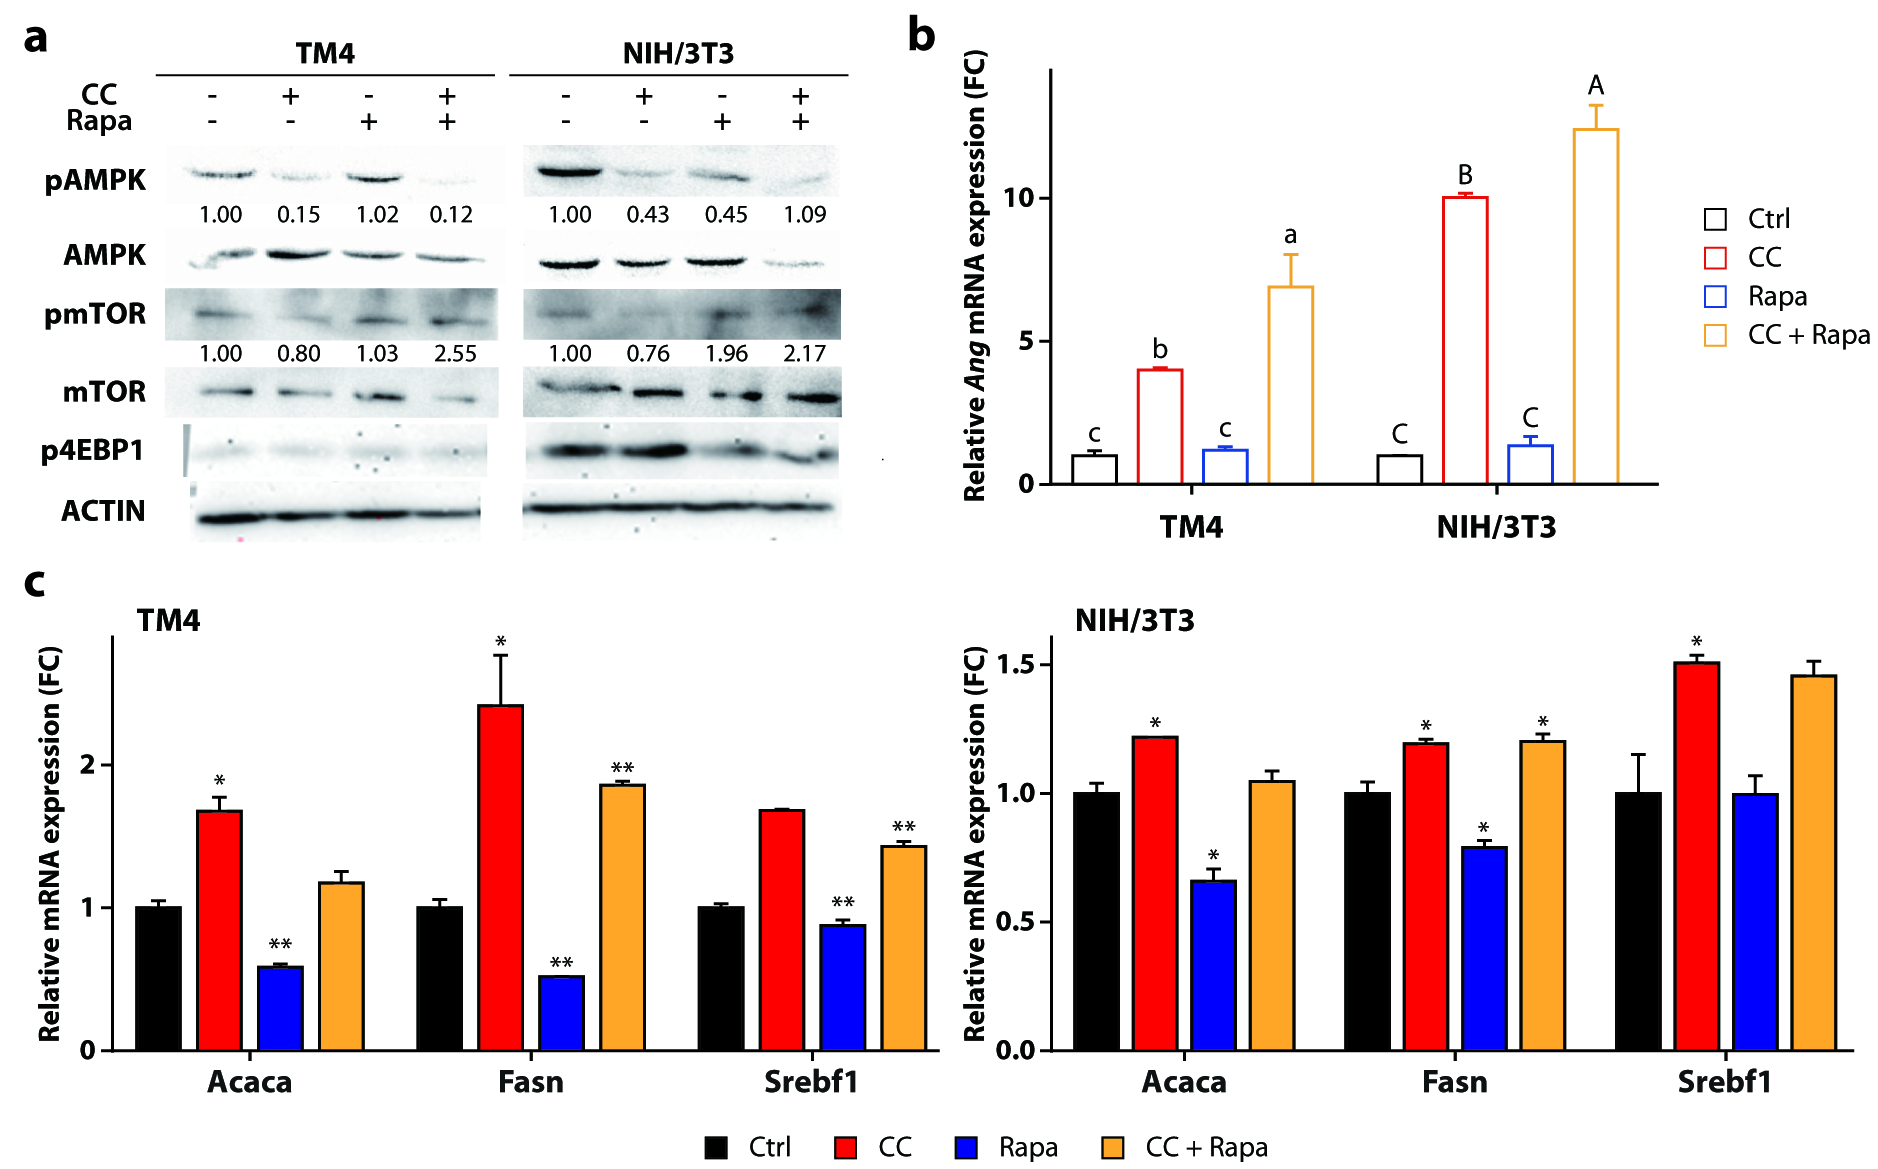
**

**Supplementary Figure 3. AMPK inhibition-mediated Angiogenin induction independent of mTOR.**

(a) Western blot results of proteins related with AMPK-mTOR pathways in TM4 and NIH/3T3 cell lines using compound C (CC), rapamycin (Rapa), and co-treatment. The number represents the densiometric comparison of the expression of pAMPK and pmTOR proteins against AMPK and mTOR, respectively. (b) Angiogenin gene expression. Gene expression was quantified after 12 hours of treatment. mRNA expression level was normalized to *Actin*. Data are represented as mean ± standard deviation. Statistical analysis was performed using One-way ANOVA with Tukey post-hoc test. Different letters are significantly different. (C) lipid metabolism-related gene expression after treatment. Relative levels of mRNA expression were calculated by normalization against *Actin* expression. Data are represented as mean ± standard deviation. Statistical analysis was performed using the student’s t-test. * p<0.05 and **, p<0.05 vs Ctrl.

How the deposited data were processed for this re-analysis (not part of the article)

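The data are small RNA libraries of mouse sperm, 3 from mice on the CD and 3 from mice on the HFD, and of TM4 cells, 2 each from non-treated cells (Ctrl), cells treated with CC and cells that overexpressed Ang (Ang OE). Conditions were taken from the sample labels, and all 12 libraries were used. According to the methods, the authors trimmed the reads, kept those of the stated lengths and annotated them with SPORTS1.1, which matches reads to rRNA, tRNA, miRNA, other RNA and piRNA databases in that order and allows a mismatch. The deposited files hold, per library, the reads of each class and subclass as estimated counts: the authors' SPORTS1.1 run divided a read that matched several subclasses among them, with no normalization for library size. Clean reads numbered between 31710445 and 64038150 per library, and 1273709 to 4595191 reads per library matched tRNAs. At this depth replicates differed by more than counting noise. The genome build that SPORTS1.1 used is not named in the paper's text.

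Counts were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Reads with and without a match to the genome were added. A tRF is a tRNA isoacceptor with the class tRF5, tRF3 or other, and fragments with the CCA tail count as tRF3. Shares of small RNA types are RPM of the clean reads without rRNA for sperm and percentages of the annotated reads for TM4 cells, and shares of tRF classes and tRNA families are percentages of the reads matched to mature tRNAs. Means of the libraries' shares were compared between the diets with exact 2-sided permutation tests, whose smallest p is 0.1, and p-values were adjusted by the Benjamini-Hochberg method within each table of types, classes or families. Wilson intervals at the 95% level cover counting error only.

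tRFs with at least 10 reads in at least 3 sperm libraries or at least 2 TM4 libraries were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, on rounded counts, with the clean reads without rRNA as library size and no further scaling. TM4 groups were tested in a model of all 6 libraries. Sperm tRFs were called at an unadjusted p under 0.05 and a fold change over 1.5, with the count at an adjusted p under 0.05 beside it, and TM4 tRFs at an adjusted p under 0.05 and a fold change over 2, the thresholds drawn in Fig. 2E and Fig. 4G. miRNA precursors were tested with the same filter, with TMM normalization over miRNAs, and called at an adjusted p under 0.05. Individual features were given in the text by a rule: each tRF that the paper names or labels in Fig. 2E, 2F or 4G, the 5 called tRFs of a contrast with the largest absolute log2 fold change among those whose groups do not overlap, and the 3 called miRNAs in each direction with the largest change whose groups do not overlap and whose mean is at least 100 reads. The tests, the filters, this rule and the main alternatives were set before the data were examined.

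The alternatives were DESeq2 1.42.0 with the same library sizes, DESeq2 with its own size factors, TMM normalization over tRFs, all clean reads as library size, no filter, a filter of at least 100 reads, genome-matched reads alone, fragments with the CCA tail as a class of their own or as other, the replicate number as a block, each library left out in turn, a model of the 2 compared groups alone, ComBat-seq from sva 3.50.0 on the TM4 counts with the replicate number as batch, other denominators for the type shares, and shares of added reads. Alternatives chosen after seeing the data were the replicate number as a block in a model of Ctrl and CC alone, ComBat-seq followed by DESeq2, ComBat-seq for sperm, DESeq2 without a filter, unadjusted p-values for TM4 tRFs, miRNA reads thinned to the smallest library, and a correction of the miRNA counts for GC content. Correlations of log2 fold changes were computed across tRFs, and 100 simulations of unchanged groups, with each tRF drawn on its own, gave the correlation that the shared Ctrl libraries produce.

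The tests were tested on simulated data in which 30 tRFs or 200 miRNAs were changed by 2 on the log2 scale. Calls there took an adjusted p under 0.05 alone, without a fold change threshold, for sperm and TM4 cells alike. The change made is larger than that of each tRF called in sperm, and smaller changes were not simulated. Of the changed tRFs, 100% were called for sperm, 96.7% for CC and 93.3% for Ang OE, with 1, 2 and 0 false calls. Of the changed miRNAs, 98% were called for sperm, 92.5% for CC and 96% for Ang OE, with 3, 8 and 9 false calls. Lists of miRNAs known from epithelial, smooth muscle, red blood, white blood and testis germ cells were compared between the diets as sets. Probe targets were located in GRCm39 by exact match and set against the GENCODE annotation. Figures were drawn with matplotlib 3.10.9.

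The deposited values hold no read lengths, so the length distributions were left out. The RNA sequencing of testis, the metabolome from another study, the qPCR and the blots were left out because the deposited files do not hold them.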

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

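The tests of the scaling, of reads shared between miRNAs and of the common control were chosen only after the result was seen, and the thinning to the smallest library and the GC correction were settings added after seeing the data.

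The paper's methods name a test of miRNAs, and its Fig. 4D gives the share of miRNA reads in the TM4 cells, but its text names no miRNA that changed in these cells, so calls among them are a signal outside what it discusses. In Ang OE, 204 of 533 miRNA precursors differed from Ctrl at an adjusted p under 0.05 by edgeR, 129 higher and 75 lower, and 254 had an unadjusted p under 0.05. The largest called changes upward among miRNAs with a mean of at least 100 reads and no overlap between the groups were mir-101a, with 135 ± 19.1 CPM (SD, n = 2) against 33.4 ± 2.20 CPM in Ctrl (log2 fold change 2.02), mir-190a (1.82) and mir-708 (1.68). Downward they were mir-5122 (−2.16), mir-6516 (−1.38) and mir-344d-2 (−1.18). Each of these was called in 12 of 12 settings.

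The tables argue against a difference in library size as the whole cause, since 194 of the 204 miRNAs remained called in the same direction after all libraries were thinned to the smallest number of miRNA reads. The choice of scaling does not account for them either: with the clean reads without rRNA as library size, 173 remained, although the split moved from 129 higher and 75 lower to 98 higher and 103 lower and the median log2 fold change from 0.06 to −0.08. The log2 fold changes followed the GC content of the hairpin (Pearson correlation −0.385 over the 95.9% of miRNAs with a sequence), and after a correction for it 142 of the 204 remained, so a GC trend may account for part of the calls and not for all. Reads shared between hairpins of the same number cannot account for the 91 called miRNAs whose number no other hairpin has, of 303 tested. Hairpins of different numbers were not compared by sequence, so reads shared between those stay open. For the 113 called of the 230 miRNAs whose number another hairpin has, 49.1% against 30.0%, the higher rate is what shared reads would give and also what related miRNAs changing together would give, and these are not separated. By another definition, 151 of 419 miRNAs without a second numbered copy of the same name and 53 of 114 with one were called, and both definitions were set after the counts had been seen. A batch of transfection or of library preparation stays open, because the design holds 1 control group, of non-treated cells, for both treatments, and no transfected control. A response of the cells to angiogenin is the biological explanation the design names, and it was not tested apart from the transfection, so the 2 cannot be told apart.

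In CC, 22 of the 533 miRNAs differed from Ctrl at an adjusted p under 0.05, 12 higher and 10 lower, and 94 had an unadjusted p under 0.05. By the same criteria, the largest changes were mir-760 (log2 fold change 0.98), mir-5114 (0.85), mir-149 (0.75), mir-541 (−0.85), mir-7a-2 (−0.67) and mir-450b (−0.64), each called in 12 of 12 settings. In Ang OE against Ctrl, mir-7a-2 was higher, with 111 ± 2.30 CPM (SD, n = 2) against 51.7 ± 2.08 CPM, and so was mir-450b (log2 fold change 0.86), while mir-149 and mir-760 were lower (−0.80 and −1.03), each with an adjusted p under 0.05. Ang OE and CC were compared directly in the same model, and the log2 fold change of Ang OE against CC was 1.77 for mir-7a-2, 1.50 for mir-450b, −1.54 for mir-149, −2.01 for mir-760 and 0.74 for mir-541, each with an adjusted p under 0.05 by edgeR, and −0.14 for mir-5114 (adjusted p = 0.487 by edgeR), which was higher than Ctrl in both. Thinning gave 23 calls in CC and the GC correction 27. Inhibition of AMPK, and differences in handling between the groups, stay open as explanations, since no test here separates them.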

How the results depend on the processing

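The settings that used the replicate number as a block in Ctrl and CC alone, joined ComBat-seq with DESeq2, used ComBat-seq on sperm, used DESeq2 without a filter, called TM4 tRFs by unadjusted p, thinned the miRNA reads or corrected them for GC content were chosen only after the data were seen.

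The number of tRFs called between HFD and CD sperm, 23 with all of them higher, was 8 with TMM, 9 with DESeq2's own size factors, 13 with all clean reads as library size, and 12 with ComBat-seq by replicate number, followed by edgeR or by DESeq2. These scalings differ in what they hold fixed: TMM and DESeq2's size factors bring the median tRF close to 0, and the calls were then 1 higher and 7 lower with TMM and 2 higher and 7 lower with DESeq2's size factors. Over the fits that each left out 1 library, the count ran from 7 without CD replicate 1 to 55 without CD replicate 2. The other alternatives with all libraries gave 22 to 28. The number after adjustment, 0 (23 at an unadjusted p under 0.05), was 1 with ComBat-seq and edgeR and 4 with ComBat-seq and DESeq2, and ran from 0 to 26 with a library left out, the highest without CD replicate 2. It was 0 in the other settings with all libraries, with 8 to 29 tRFs at an unadjusted p under 0.05. The cause of these moves was not tested beyond the library or the scaling that was changed.

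The number of tRFs called between CC and Ctrl, 1, was 6 with DESeq2, whether with the same library sizes, its own size factors or no filter. It was 2 in a model of the 2 groups alone, 13 with ComBat-seq followed by edgeR or DESeq2, 12 with unadjusted p and 13 with unadjusted p by DESeq2. It was 2 without either library of Ang OE. The number between Ang OE and Ctrl, 14, was 27 with DESeq2 and the same library sizes or no filter, 24 with TMM, 31 with DESeq2's own size factors, 30 in a model of the 2 groups alone, 34 with ComBat-seq and edgeR, 35 with ComBat-seq and DESeq2, 29 with unadjusted p and 35 with unadjusted p by DESeq2. It was 30 without either library of CC. The cause of these moves was not tested. The number between Ang OE and CC, 55, stayed within 42 and 66 with adjusted p and within 48 and 70 with unadjusted p, the highest with CCA-tailed fragments as a class of their own. Fits that left an arm with 1 library gave no count.

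The median log2 fold change in CC, 0.43, was −0.046 with TMM and 0.036 with DESeq2's own size factors, and 0.20 to 0.63 with a library left out. In Ang OE, −0.01, it was 0.044 with DESeq2's own size factors, −0.21 with CCA-tailed fragments as a class of their own and 0.084 with ComBat-seq, and −0.12 to −0.0033 with a library left out. The cause of these moves was not tested.

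Among the type shares, the log2 ratio of miRNA reads between HFD and CD, 0.08, turned to −0.054 with all clean reads as the denominator, which include the rRNA reads. That of tRNA reads, −0.07, ran from −0.24 to 0.050 with a library left out, and that of piRNA reads, −0.15, from −0.22 to −0.037, and was −0.53 with genome-matched reads alone. In TM4 cells with genome-matched reads alone, the log2 ratio in CC went from −0.02 to 0.017 for miRNA and from 0.05 to −0.17 for piRNA, and in Ang OE from −0.16 to −0.89 for piRNA, which was −0.12 with all clean reads. With a library left out, the ratio in CC ran from −0.078 to 0.23 for tRNA and from −0.051 to 0.012 for miRNA. In sperm, the difference in the share of tRNA-Glu, −0.10 percentage points, ran from −0.40 to 0.37, that of tRNA-Gly, −5.27, from −8.39 to −3.48, that of tRNA-Val, −2.31, from −3.28 to −0.741, and that of other fragments, 6.39, from 3.96 to 8.84. Beyond the denominator or the library changed, the cause was not tested.

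The tRF3 difference from Ctrl was −0.019 percentage points in CC and −0.089 in Ang OE with CCA-tailed fragments counted as other, and −11.7 in Ang OE with genome-matched reads alone, where the main values are 11.6 and −20.5. The difference in other fragments, 6.53 in CC and −9.52 in Ang OE, was 18.1 and −29.9 with CCA-tailed fragments counted as other and 11.5 and −15.3 with genome-matched reads alone. The moves with CCA-tailed fragments counted as other follow from where these fragments are counted, and for genome-matched reads alone the cause was not tested. With a library left out, the difference in CC ran from 5.55 to 17.6 for tRF3 and from −25.7 to −10.5 for tRF5, which was −18.1 with all libraries, and that in Ang OE from −26.5 to −14.4 for tRF3.

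The correlation between CC and Ang OE across tRFs, −0.29, was −0.45 with at least 100 reads, −0.64 with CC against Ctrl replicate 1 and Ang OE against Ctrl replicate 2, −0.0080 for tRF5 alone, −0.037 for tRF3 alone and 0.017 for other fragments alone. That between HFD and CC, 0.39, was 0.505 for tRF5 alone (Spearman correlation 0.582), −0.077 for tRF3 alone and −0.17 for other fragments alone, and 0.44 with at least 100 reads. That between HFD and Ang OE, −0.28, was −0.32 for tRF5 alone, −0.027 for tRF3 alone and −0.14 for other fragments alone, and −0.34 with at least 100 reads. The cause of these moves was not tested.

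The number of miRNAs called between HFD and CD, 0 (31 at an unadjusted p under 0.05), was 8 with DESeq2 and 0 in the other settings, and the cause was not tested. Between CC and Ctrl, 22 were called in the main setting and 23 to 35 otherwise, and between Ang OE and Ctrl 172 to 222 against 204.

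With the replicate number as a block, the counts were 28 for sperm tRFs, 2 for tRFs in CC, 18 for tRFs in Ang OE, 35 for miRNAs in CC and 222 for miRNAs in Ang OE. In a model of Ctrl and CC alone with this block, 13 tRFs were called in CC, 5 higher and 8 lower. In 50 simulations of unchanged groups without pairing, that fit gave at least 1 call in 18% and at most 3. The deviations of tRFs from their group mean correlated by 0.058, 0.19 and 0.23 between sperm libraries of the same number, and by 0.75 between Ctrl and CC but −0.27 between Ang OE and either of them. With 2 libraries per group, each of these TM4 values is a single comparison, and neither the labels nor the paper's text say what the numbers mark. The numbers were therefore not taken to pair the libraries, and a pairing of Ctrl and CC stays open.

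Of the other values of single tRFs and miRNAs under the alternatives, 1051 kept their direction and their side of the threshold, 200 gained a call, 57 lost one, 59 without a test moved by more than the spread between replicates, and 0 changed direction past the threshold. With 2 libraries per group in TM4 cells, the spread between replicates rests on few degrees of freedom, and for tRFs with few reads, such as the tRF5 of tRNA-Arg-TCG with 10.5 reads per library, counting noise limits the estimate.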

Differences from the paper's values

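Of the settings compared here, those with the replicate number as a block in a model of Ctrl and CC alone, ComBat-seq followed by DESeq2, ComBat-seq on sperm, DESeq2 without a filter, and unadjusted p for TM4 tRFs were chosen only after the values were seen. The lists of the tRFs labelled in Fig. 2F and Fig. 4G were also written after the results had been seen, and 1 label, of tRNA-Thr-AGT as higher in CC, was left out because its class could not be read.

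The paper's number of tRFs changed between HFD and CD sperm is 14, and 23 were called here. Of the alternatives set before the data were examined, all clean reads as library size (13), leaving out HFD replicate 2 (19) and leaving out HFD replicate 3 (16) came within 1.5 times the paper's number, and the others did not. ComBat-seq by replicate number, chosen after seeing the values, gave 12 with edgeR and 12 with DESeq2. The paper's heat map shows about 12 tRFs higher and about 2 lower in Fig. 2F, read by eye, where 23 were higher and 0 lower here (23 at an unadjusted p under 0.05 in all). The number of higher tRFs came within that range with all clean reads as library size (12) and without HFD replicate 3 (16), and, chosen after seeing the values, with ComBat-seq followed by edgeR (12) or DESeq2 (12). The number of lower tRFs did so without CD replicate 2 (2), and under none of the other alternatives set before the data were examined. Of the 12 tRFs labelled as higher in Fig. 2F, 12 were called higher here, 1 with TMM, 2 with DESeq2's own size factors, 11 with all clean reads as library size, 11 of the 11 tested with at least 100 reads, 7 without CD replicate 1, CD replicate 3 or HFD replicate 2, and 6 without HFD replicate 3, and 12 in the other alternatives set before the data were examined. ComBat-seq by replicate number, chosen after seeing the values, called 9 with edgeR and 9 with DESeq2.

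The paper's numbers of tRFs in CC are 6 higher and 9 lower, and 1 and 0 were called here (39 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, only ComBat-seq by replicate number came within 1.5 times both, with 6 higher and 7 lower. Of the settings chosen after seeing the values, unadjusted p gave 6 higher and 6 lower, unadjusted p by DESeq2 6 and 7, ComBat-seq followed by DESeq2 5 and 8, and the replicate number as a block in a model of Ctrl and CC alone 5 and 8. With unadjusted p in each of the other alternatives, also chosen after seeing the values, between 2 and 8 were higher and between 5 and 8 lower.

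The paper's numbers in Ang OE are 20 higher and 15 lower, and 6 and 8 were called here. Among the alternatives set before the data were examined, both numbers came within 1.5 times with DESeq2 and the same library sizes (14 and 13), with DESeq2's own size factors (18 and 13), in a model of the 2 groups alone (16 and 14), with ComBat-seq by replicate number (19 and 15) and without CC replicate 1 or 2 (16 and 14 each). The lower number alone did so with TMM (13), genome-matched reads alone (10), CCA-tailed fragments as a class of their own (11) and the replicate number as a block (13). Of the settings chosen after seeing the values, unadjusted p by DESeq2 gave 20 and 15, ComBat-seq followed by DESeq2 21 and 14, unadjusted p 15 and 14, and DESeq2 without a filter 14 and 13. With unadjusted p in each of the other alternatives, also chosen after seeing the values, between 13 and 23 were higher and between 13 and 21 lower.

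The paper states that individual tRFs rose in abundance under both CC and Ang OE. In Ang OE the median log2 fold change was −0.01 and 48.3% of the tRFs were higher, and it was above 0 with DESeq2's own size factors (0.04), with ComBat-seq (0.08), with all clean reads (0.001) and with the replicate number as a block (0.007).

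The paper gives the tRF5 of tRNA-Val as the single tRF that fell under the HFD. Its log2 fold changes here, −0.51 for tRNA-Val-CAC and −0.49 for tRNA-Val-AAC, have the same direction and were not called. Both were called with TMM, with DESeq2's own size factors and without CD replicate 2, and that of tRNA-Val-CAC also with all clean reads as library size. With TMM and with DESeq2's own size factors, 7 tRFs were called lower.

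The paper gives the tRF5 of both tRNA-Val as lower in CC, and here neither was called (log2 fold changes −2.32 and −2.02). Both were called with DESeq2 and the same library sizes, with DESeq2's own size factors and with ComBat-seq, and, chosen after seeing the values, with DESeq2 without a filter, ComBat-seq followed by DESeq2, the replicate number as a block in a model of Ctrl and CC alone, and unadjusted p in each setting.

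The paper names fragments of tRNA-Ile-AAT as higher in CC, and in Fig. 4G this is the tRF5, which was not called here (log2 fold change 1.20). It was called with ComBat-seq, and, chosen after seeing the values, with the replicate number as a block in a model of Ctrl and CC alone, with unadjusted p by edgeR or DESeq2 and with unadjusted p in each of the other alternatives in which it was tested except TMM and DESeq2's own size factors. Of the other tRFs labelled in Fig. 4G for CC, the tRF3 of tRNA-Ile-TAT was called with DESeq2 and the same library sizes, with DESeq2's own size factors, with the replicate number as a block, in a model of the 2 groups alone, with ComBat-seq and without Ang OE replicate 1 or 2, and, chosen after seeing the values, with DESeq2 without a filter, ComBat-seq followed by DESeq2, the replicate number as a block in a model of Ctrl and CC alone, and unadjusted p in each setting. Of the 5 tRFs whose label as higher in CC could be read, 1 was called here and 5 with ComBat-seq, and of the 9 labelled lower 0 were called here, 3 with DESeq2 and the same library sizes, 4 with DESeq2's own size factors and 7 with ComBat-seq, while ComBat-seq followed by DESeq2, chosen after seeing the values, called 4 and 8, the replicate number as a block in a model of Ctrl and CC alone 4 and 8, DESeq2 without a filter 2 and 3, unadjusted p 5 and 6, and unadjusted p by DESeq2 5 and 7. The tRF5 of tRNA-Thr-TGT, labelled lower, was called in none of the settings, with adjusted or unadjusted p.

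The paper names fragments of tRNA-Gln-CTG, tRNA-Phe-GAA and tRNA-SeC-TCA, beside tRNA-Tyr-GTA, as higher in Ang OE. Those of tRNA-Tyr-GTA and the tRF5 of tRNA-SeC-TCA were called here, and the tRF5 of tRNA-Gln-CTG (log2 fold change 2.22), the tRF5 of tRNA-Phe-GAA (1.13) and the other fragments of tRNA-SeC-TCA (1.00) were not. The tRF5 of tRNA-Gln-CTG and of tRNA-Phe-GAA were called with DESeq2 and the same library sizes, with TMM, with DESeq2's own size factors, in a model of the 2 groups alone, with ComBat-seq and without CC replicate 1 or 2, and that of tRNA-Phe-GAA also with genome-matched reads alone, with CCA-tailed fragments as a class of their own, with at least 100 reads and with the replicate number as a block. Chosen after seeing the values, ComBat-seq followed by DESeq2, DESeq2 without a filter and unadjusted p in each setting also called both. The other fragments of tRNA-SeC-TCA were called with DESeq2's own size factors, with all clean reads as library size and with ComBat-seq, and with ComBat-seq followed by DESeq2, chosen after seeing the values. Of the 20 tRFs labelled higher in Ang OE in Fig. 4G, 6 were called here, and of the 15 labelled lower 8. With ComBat-seq these were 17 and 14, with DESeq2's own size factors 17 and 13, with DESeq2 and the same library sizes 14 and 13, in a model of the 2 groups alone and without CC replicate 1 or 2 15 and 13, with TMM 10 and 13, with genome-matched reads alone 7 and 10, with all clean reads as library size or with at least 100 reads 7 and 8, and with the replicate number as a block 5 and 13. With CCA-tailed fragments as a class of their own they were 7 and 0 (the last of 11 tested). The tRF3 labels then matched fragments without the CCA tail alone, so the 0 says nothing about CCA-tailed fragments. ComBat-seq followed by DESeq2, chosen after seeing the values, called 20 and 14, unadjusted p by DESeq2 19 and 14, unadjusted p 14 and 13, and DESeq2 without a filter 14 and 13. Each tRF labelled in Fig. 2F and each whose label could be read in Fig. 4G changed in the same direction here.

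The paper proposes that the changes under Ang induction and under AMPK inhibition correlate closely. Across tRFs their log2 fold changes had a Pearson correlation of −0.29 here. It was also negative with at least 100 reads, with TMM, with the replicate number as a block and with each treatment set against a different Ctrl library. Within a class it was negative for tRF5 and tRF3 and 0.02 for other fragments. The correlation was not computed with DESeq2 or ComBat-seq.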

Other observations

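All tests reported here were chosen only after the result was seen, except the splits of the sperm libraries for the called tRFs, the test of a batch shared by replicate number and the simulations with ComBat-seq.

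Of the 10 splits of the 6 sperm libraries into 3 and 3, 2 gave at least the 23 called tRFs of the real split, which is 1 of them, and the other, which put CD replicates 1 and 3 with HFD replicate 1, gave 25. With 10 splits the share cannot fall under 0.1, so the count of 23 leaves open whether the differences in tRFs go with the diet. After adjustment the real split gave 0 tRFs (23 at an unadjusted p under 0.05) and 0 miRNAs (31 at an unadjusted p under 0.05). For each of these counts 10 of the 10 splits gave at least as many, which a count of 0 fixes beforehand, so the splits say nothing about the adjusted counts. At an unadjusted p under 0.05, more miRNAs than in the real split came from the split that put CD replicate 1 with HFD replicates 2 and 3, with 96, and from the split that put CD replicates 1 and 2 with HFD replicate 1, with 53.

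The mean RPM of tRF3 and of other fragments was higher in HFD sperm, and so was the mean of rRNA reads. If some libraries held more fragmented RNA of every kind, the reads from rRNA would rise with those fragments across libraries. Over the 6 libraries the Pearson correlation was 0.337 (exact permutation p = 0.536) and the Spearman correlation 0.314 (exact permutation p = 0.564), and without the 2 libraries farthest from the median the Pearson correlation was 0.411. This was 1 relation, so no adjustment was made, and 6 libraries are too few to exclude such a rise, which may contribute. The diet is the biological explanation that the design names, and it stays open beside it.

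RNA from other cells could also differ between sperm preparations. As sets of miRNAs, the lists for red blood cells (4 of 4 higher in HFD sperm, median log2 fold change 0.26), white blood cells (3 of 3, 0.49), epithelium (3 of 5, 0.09) and smooth muscle (2 of 3, 0.02) and the list for testis germ cells (0 of 9, −0.77) had adjusted p-values of at least 0.503 by edgeR's fry test of sets. Single libraries decided these medians. Without CD replicate 2, the germ cell list had a median of −0.27 with 2 of 9 higher, the red blood cell list 0.14 with 2 of 4 higher and the smooth muscle list −0.055. Without HFD replicate 1, the medians were −1.09 for germ cells, 0.34 for epithelium, 0.094 for red blood cells and 0.0024 for white blood cells. Other fits raised the blood cell medians. That of red blood cells was 0.44 without CD replicate 3 and 0.43 without HFD replicate 3, and that of white blood cells 0.75 without HFD replicate 2. With each library left out in turn, the smallest adjusted p over the lists was 0.276 by the same test of edgeR. Each listed miRNA had enough reads in sperm to be tested, and no miRNA was on more than 1 list. The most abundant members were mir-486a with 15127 ± 3342 CPM (SD, n = 3) in CD and 16903 ± 5850 CPM in HFD sperm, mir-142a with 546 ± 28.6 and 848 ± 216, mir-141 with 4276 ± 390 and 5264 ± 2368, mir-143 with 43800 ± 10757 and 44444 ± 14171, and mir-34c with 2308 ± 543 and 1832 ± 441. Members of the germ cell list had been seen in these libraries before the list was written. miRNAs on the lists for blood cells and smooth muscle were read in CD and HFD sperm alike, so RNA from other cells may be present under both diets. With 3 libraries per diet, these values neither exclude nor require a difference in such RNA between the diets. That difference stays open beside the diet.

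The tRF5 share in CC was 7.15% in replicate 2 and 22.4% in replicate 1, and in Ctrl it was 26.4% and 39.4%. A batch shared by libraries of the same number would make their tRFs deviate together in each pair of groups, and the smallest correlation of deviations was −0.27, for Ang OE with either of the other groups, while Ctrl and CC had 0.75. A batch shared by Ctrl and CC alone may explain the low value and cannot be told apart from a difference between cultures, because each group has 2 libraries. No biological explanation was tested for it.

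The tRF5 of tRNA-Val-AAC and tRNA-Val-CAC changed together in sperm and in CC. Reads shared between them could produce this, since their 5′ ends are identical over 19 to 33 nt. If the fragments were the same reads divided at a fixed rate, the ratio of their counts would be constant over the 12 libraries. The ratio ran from 1.44 to 2.38, with 1.46 and 1.44 in Ctrl, 1.88 and 1.56 in CC, and 1.93 and 2.07 in Ang OE. A single fixed division of the same reads is therefore argued against over the 12 libraries. Within sperm the ratio stayed between 2.32 and 2.38, so for the change under the HFD shared reads may account for much of the likeness. For CC, whose replicate 2 had a ratio of 1.56, near those of Ctrl, shared reads stay open as a partial cause. A joint response to the diet or to CC is the biological explanation left, and it is a hypothesis.

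In TM4 cells, more tRFs were called against Ctrl after ComBat-seq by replicate number than without it, while in sperm fewer were called. The adjustment could remove spread between replicates that the test then does not count. In 50 simulations of unchanged groups, 30% gave at least 1 call between CC and Ctrl after ComBat-seq, 70% after ComBat-seq followed by DESeq2 and 14% without adjustment, and for Ang OE these were 26%, 62% and 6%. The highest number of calls in a simulation after ComBat-seq was 6 for CC, against 13 in the data and 1 without adjustment, and 2 for Ang OE, against 34 in the data and 14 without adjustment. For Ang OE the gain in the data thus went far beyond that in the simulations, which drew each tRF on its own. The adjustment may add calls in this design, and simulations of unchanged groups do not show how many it adds where groups differ.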
